# Qualitative Changes in Cortical Thymic Epithelial Cells Drive Postpartum Thymic Regeneration

**DOI:** 10.3389/fimmu.2019.03118

**Published:** 2020-01-15

**Authors:** Maude Dumont-Lagacé, Tariq Daouda, Lucyle Depoërs, Jérémie Zumer, Yahya Benslimane, Sylvie Brochu, Lea Harrington, Sébastien Lemieux, Claude Perreault

**Keywords:** thymic regeneration, thymic epithelial cells, postpartum thymic regeneration, RNA sequencing, thymopoiesis

## Abstract

During gestation, sex hormones cause a significant thymic involution which enhances fertility. This thymic involution is rapidly corrected following parturition. As thymic epithelial cells (TECs) are responsible for the regulation of thymopoiesis, we analyzed the sequential phenotypic and transcriptomic changes in TECs during the postpartum period in order to identify mechanisms triggering postpartum thymic regeneration. In particular, we performed flow cytometry analyses and deep RNA-sequencing on purified TEC subsets at several time points before and after parturition. We report that pregnancy-induced involution is not caused by loss of TECs since their number does not change during or after pregnancy. However, during pregnancy, we observed a significant depletion of all thymocyte subsets downstream of the double-negative 1 (DN1) differentiation stage. Variations in thymocyte numbers correlated with conspicuous changes in the transcriptome of cortical TECs (cTECs). The transcriptomic changes affected predominantly cTEC expression of *Foxn1*, its targets and several genes that are essential for thymopoiesis. By contrast, medullary TECs (mTECs) showed very little transcriptomic changes in the early postpartum regenerative phase, but seemed to respond to the expansion of single-positive (SP) thymocytes in the late phase of regeneration. Together, these results show that postpartum thymic regeneration is orchestrated by variations in expression of a well-defined subset of cTEC genes, that occur very early after parturition.

## Introduction

Thymic involution that occurs during pregnancy is characterized by an important decrease in thymic mass and cellularity. This decrease affects all thymocyte subpopulations, including CD4^−^CD8^−^ double negative (DNs), CD4^+^CD8^+^ double positive (DP) and single positive (SP) CD4^+^ and CD8^+^ thymocytes (1, 2). This phenomenon of acute thymic involution is not caused by massive apoptosis of DP thymocytes, as found following sublethal irradiation or dexamethasone administration, but rather through a pause in thymocyte differentiation and proliferation (1). That blockade in thymocyte development occurs between the DN1 and DN2 stages (CD44^+^CD25^−^ and CD44^+^CD25^+^, respectively), leading to an accumulation of DN1 thymocytes during gestation (3). Pregnancy-induced thymic involution is conserved in all mammalian species examined and certainly represents a major biological challenge. Indeed, failure to regain immunocompetence would jeopardize survival of both females and their progeny (4).

Pregnancy-associated thymic involution is dependent on the presence of sex hormones produced during gestation, i.e., estrogens and progesterone (5). However, sex hormones do not act directly on thymocytes, but rather through stromal mediators. Indeed, sex hormones have been shown to have pervasive effects on TECs (6, 7). In particular, the expression of the progesterone receptor (*Pgr*) specifically by the thymic stromal compartment is necessary and sufficient for pregnancy-associated involution to occur (8). This suggests that progesterone induces alterations in the thymic stromal niche responsible for DN thymocytes development. Many genes involved in thymocyte development are downregulated during pregnancy: (i) the chemokines *Ccl25, Ccl21/19, Cxcl12*, which encode for ligands of CCR9, CCR7, and CXCR4, respectively, necessary for thymocytes migration in the thymus (3), (ii) the cytokines interleukin-7 (*Il7*) and *Kitl*, essential for thymocytes expansion and maturation (9–11), and (iii) *Dll4*, a Notch ligand essential for lymphoid precursors differentiation toward the T cell lineage (12, 13).

Recent studies have identified important players in adult thymic regeneration using other models of thymic involution. Bredenkamp et al. (14) showed that overexpression of *Foxn1* in TECs, a key transcription factor involved in TEC differentiation and necessary for the expression of genes involved in the regulation of thymopoiesis, was sufficient to induce thymic regeneration of fully involuted thymus in aged mice (12 or 24 months old) (14). Wertheimer et al. (15) more recently showed that production of BMP4 by thymic endothelial cells promoted thymic regeneration following sublethal irradiation, and acted by inducing the expression of *Foxn1* and its targets in TECs (15). However, we do not know whether these mechanisms are at play in other models, such as postpartum thymic regeneration. More specifically, very little is known on the sequence of events and the cells responsible for triggering and regulating thymic regeneration.

In an effort to identify factors involved in adult thymic regeneration, we analyzed TEC and thymocyte subpopulations during the postpartum thymic regenerative phase. In this study, we show that pregnancy-induced thymic involution is not associated with cell loss in the thymic epithelium, and that postpartum thymic regeneration is orchestrated by transcriptomic and phenotypic changes occurring primarily in cortical TECs (cTECs).

## Materials and Methods

### Murine Experiments

All mice were bred and housed under specific-pathogen-free conditions in sterile ventilated racks at the Institute for Research in Immunology and Cancer. B.6SJL-Ptprc^a^ Pep3^b^/BoyJ-CD45.1 female mice (Jackson Laboratory, #002014, also called B6.SJL) were mated with BALB/cJ males (Jackson Laboratory, #000651). Allogeneic mating was selected in order to increase the frequency of successful mating. No differences were observed in the pregnancy-induced thymic involution or the rate of thymic regeneration postpartum in females following syngeneic or allogeneic mating. As lactation causes a delay in postpartum thymic regeneration, pups were removed at birth. Recent thymic emigrants were measured in RAG2p-GFP mouse [FVB-Tg(Rag2-EGFP)1Mnz/J, Jackson Laboratory, #005688], which were kindly provided by Dr. Moutih Rafei. All procedures were in accordance with the Canadian Council on Animal Care guidelines and approved by the Comité de Déontologie et Expérimentation Animale de l'Université de Montréal.

### Enzymatic Digestion of Thymic Stroma

Stromal cell enrichment was performed as described (16, 17) Briefly, thymi were cut in small pieces in RPMI with HEPES (Gibco) at room temperature (r.t.), and gently agitated using P1000 pipet with wide-bore tips to remove thymocytes. This step was repeated until no more thymocytes were released (supernatant stayed translucid). Then, the supernatant was removed and replaced with 1 mL of RPMI with HEPES containing papain 0.5 mg/ml (Worthington Biochemical Corporation), DNase 0.1 mg/ml (Sigma) and collagenase IV 0.25 mg/ml (Sigma) and incubated at 37°C for 3 × 15 min. Stromal fragments were agitated using wide-bore tips first, and then standard P1000 tips between each incubation. After the second incubation, supernatant was removed and placed in a falcon tube containing 5 ml of PBS 1X with 0.5% bovine serum albumin (Sigma) at r.t. and the remaining stromal fragments were incubated once again with 1 ml of enzyme solution. Cells are pooled after the third incubation, centrifuged at 4°C and filtered. At this point, cells were kept at 4°C (or on ice) for antibody staining and analysis. Analysis of thymic epithelial populations were performed following enrichment of EpCAM^+^ cells using anti-EpCAM microbeads (mouse, Miltenyi) and LS or MS columns (Miltenyi Biotec), depending on the total number of cells after enzymatic digestion. The list of antibodies used for flow cytometry analyses can be found in Supplementary Table 1. Throughout the paper, TECs are defined as EpCAM^+^CD45^−^, while the cTEC and mTEC subsets were defined as UEA1– and UEA1+ TECs, respectively (see Supplementary Figure 1 for gating strategy).

### RNA-Sequencing

Poly-A enriched mRNA sequencing was performed on cTECs and mTECs. Purified cell populations from non-pregnant females (NP), pregnant females at 18 days of gestation (D-2) and following parturition (D0–D28) were extracted using fluorescence activated cell sorter (FACS) after enzymatic digestion of the stroma. Each replicate was extracted from one mouse (each sample containing between 13,800 and 96,700 cells). RNA extraction was performed using Trizol™ as recommended by the manufacturer (Invitrogen), and purified using RNeasy Micro columns (Qiagen). Samples quality was confirmed using Bioanalyzer RNA Pico (Agilent). Transcriptome librairies were synthesized with KAPA RNA HyperPrep PolyA (Roche), and validated with Bioanalyzer (Agilent). Sequencing was performed with the Nextseq500 (NextSeq High Output, 75 cycles) at the genomic core facility of the Institute for Research in Immunology and Cancer (Université de Montréal).

Adapter sequences and 3′ regions of low quality were removed using Trimmomatic (version 0.35) (18). Reads were aligned to mouse reference genome (GRCm38) with STAR version 2.5.1b (19) and gene expression was quantified with RSEM tool and expressed as Fragments Per Kilobase of transcript per Million mapped reads (FPKM) (20).

Subsequent analyses were performed using the publicly available statistical software package “R” (http://www.r-project.org/). Lowly expressed genes (average expression < 0.5 FPKM) were removed from analyses.

### Identification and Analysis of DEGs

Differentially expressed genes (DEGs) between D-2 and D6 were identified using the limma-voom package (21) in R software with thresholds of FC ≥ 2 and an adjusted *p* ≤ 0.01. Gene ontology (GO) enrichment analysis was performed using the DAVID database (https://david.ncifcrf.gov/) (22, 23).

## Results

### Thymic Epithelium Does Not Suffer Cell Loss During Pregnancy

We confirmed that during pregnancy, the thymus undergoes a transient involution characterized by a ~60 and ~80% decrease in thymic mass and cellularity, respectively, compared to non-pregnant controls (NPC, Figure 1A) (1, 3). This involution is caused by a depletion of all thymocyte subsets (Figures 1B–D), due to an arrest in thymocyte proliferation and differentiation at the DN1–DN2 stage. This translates into an increase of DN1 proportions in the thymus (Supplementary Figure 2A) (1, 3).

**Figure 1:**
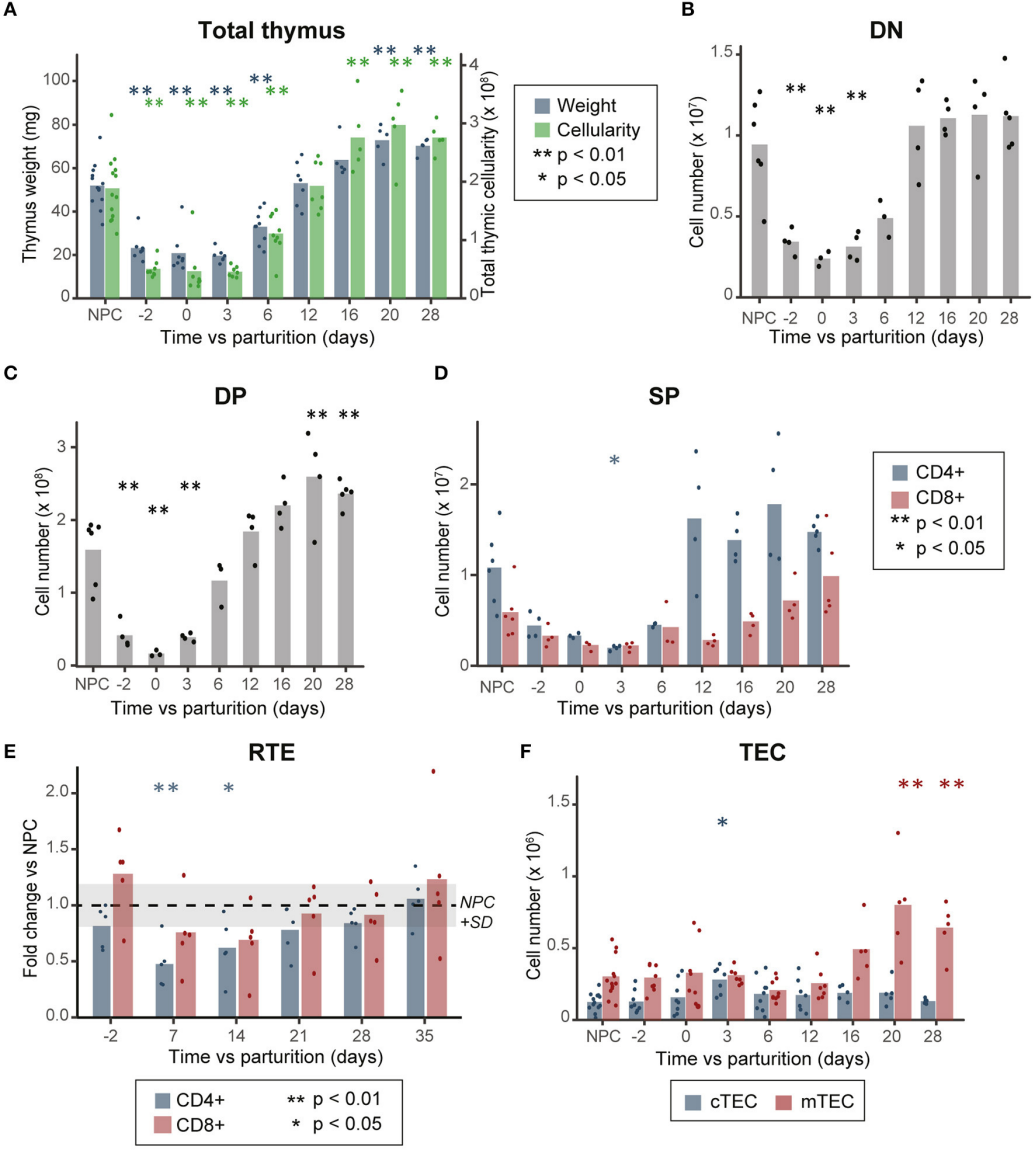
Thymocyte loss during pregnancy does not correlate with a decrease in TEC numbers. **(A)** Thymic mass (mg) and cellularity (×10^8^, *n* = 5–13). **(B)** Cell numbers of DN, **(C)** DP, and **(D)** SP thymocytes (*n* = 3–6). **(E)** Variation in thymic output, as measured by the percentage of recent thymic emigrants (RTE, *n* = 5). **(F)** TEC numbers (×10^6^, *n* = 5–13). NPC refers to the non-pregnant controls, D-2 to pregnant females at day 18 of gestation and D0 to the day of parturition. All analyses were performed in thymi of B6.SJL mice except for those depicted in **(E)** where we used peripheral blood of RAG2p-GFP female mice. Means are displayed as bars, each dot representing an individual. Significance was assessed with one-way ANOVA followed by *post-hoc* Tukey test. *p*-values (*p < 0.05 and **p < 0.01) are shown against NPC only.

To understand the factors involved in postpartum thymic regeneration, we studied lymphocyte and epithelial cell populations in the first month following parturition. As lactation prevents rapid thymic rebound following parturition (2, 24), pups were removed at birth. The blockade of DN1–DN2 thymocyte differentiation resolved shortly after parturition between day 3 (D3) and D6 postpartum, after which the proportion of DN1 cells returned to age-matched levels (Supplementary Figure 2A). Global thymic cellularity and the size of each thymocyte subset reached age-matched levels within 12 days postpartum (Figures 1A–D). Thereafter, the thymus reaches a hypertrophic state between D16 and D28, when its mass and cellularity reached 1.3–1.5× that of NPC (Figure 1A), mostly due to the accumulation of DP thymocytes (Figure 1C). Interestingly, CD4^+^ and CD8^+^ SP thymocytes (SP4 and SP8, respectively) showed slightly different patterns of reconstitution during pregnancy-induced involution and postpartum regeneration (Figure 1D). While both levels of SP4 and SP8 decrease around parturition and rebound between D12 and D28, the reduction in SP4 cell loss was more pronounced and its rebound more rapid than that of SP8 thymocytes. Accordingly, the decreased proportion of recent thymic emigrants (GFP+ cells) in peripheral blood of RAG2p-GFP mice reached statistical significance (*p* < 0.05) at D7 and D14 postpartum for CD4 T cells, but not for CD8 T cells (Figure 1E).

As all thymocyte populations undergo significant cell loss during gestation, we sought to determine if the thymic epithelium also suffered cell loss during this process. Contrary with previous observations (3), we did not observe any decrease in TEC numbers during gestation or in the postpartum period (Figure 1F and Supplementary Figure 1). This difference could be caused by the use of different enzymatic digestion protocols in the two studies: while the first study used a mix of Dispase I, collagenase II and DNase1, we used a mix of papain, DNase1 and collagenase IV, optimized for maximal recovery of live TECs (16). Of note, the papain-based digestion method that we used yielded ~5× more TECs per thymus, with an average of 7.5 × 10^4^ TECs when using the Dispase I enzyme mix (3) compared to 4 × 10^5^ TECs when using the papain mix (Figure 1C). We conclude that pregnancy-induced thymic involution is not caused by depletion of TECs.

While cTEC numbers increased transiently at D3 (on average ~2.5× higher compared to NPC), prior to the expansion of thymocyte subpopulations, their number returned to NPC levels at D6 and remained stable during the whole process of thymocyte regeneration (Figure 1F). As cTEC and mTEC numbers are similar to NPC during the active thymic growth phase (D6 and D12, Figure 1F and Supplementary Figure 2B), this suggests that no increase in TEC numbers is necessary for postpartum regeneration. Nonetheless, mTEC numbers increased during the late phase of postpartum thymic regeneration (1.6–2.6-fold vs. NPC between D16 and D28, Figure 1F) in synchrony with the apex of thymocyte rebound (Figure 1A). This suggests that the expansion of SP thymocytes occurring between D12 and D28 might have led to the increase in mTEC numbers. This is consistent with the fact that the development of the mTEC compartment during embryogenesis requires interaction between TECs and positively selected thymocytes (25–31), and suggests that a similar crosstalk is instrumental to the maintenance of mTECs in the adult thymus. Representative profiles of cTECs and mTECs at different time points during pregnancy and postpartum regeneration are shown in Supplementary Figure 1.

### Expression of *Foxn1* Is Modulated During Postpartum Regeneration

As the swift postpartum thymic regrowth does not require TEC expansion, we hypothesized that it might rather depend on qualitative changes in TECs. We therefore performed RNA-sequencing of cTECs and mTECs extracted from NPCs, and at 15 time points spanning between D-2 (i.e., 2 days before parturition) to D28 postpartum (Supplementary Figure 3). 

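cTECs and mTECs sorted from the thymi of these mice gave 28 RNA samples per cell type. NPC, D-2, D0, D3, D6 and D12 had 3 samples each per cell type, and each of the other time points had 1, so single values at those time points carry no replicate error. The authors trimmed the reads, aligned them to GRCm38 and deposited, for each gene in each sample, RSEM's expected count, which is not normalized, and the TPM and FPKM values that RSEM scales from it. Total expected counts ranged from 4561208 to 108547384 per sample, with a median of 22823582 in cTECs and 15590738 in mTECs. Levels are given as FPKM, mean ± SD (n = 3 unless another n is stated). Differential expression between time points was tested with limma-voom on expected counts rounded to whole numbers and scaled with edgeR's TMM method, over the genes with a mean FPKM of at least 0.5 across the 28 samples of the cell type. A gene was called differentially expressed at a fold-change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.01. Sets of genes, written down before the data were examined, were tested with limma's camera on the same values and called at an adjusted p of at most 0.05. The mean of a single gene was compared between phases with a two-sided exact permutation test on log2(FPKM + 0.5). With 3 samples against 3, such a test cannot give a p below 0.1.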

Based on the analysis of cell population numbers (Figure 1), we distinguished two phases in the process of postpartum regeneration: (i) D0–D12: early regeneration, during which thymic cellularity gradually increases, and (ii) D16–D28: late regeneration, when thymic cellularity exceeds that of NPC. We first analyzed the two genes previously reported to be instrumental in other models of thymic regeneration in adults: *Foxn1* and *Bmp4* (14, 15).

*Foxn1*, a transcription factor expressed by TECs, is essential for their expansion and differentiation. While *Foxn1* is highly expressed in TECs of young individuals, its expression declines with age, which contributes to senescence-related thymic involution (32). Furthermore, overexpression of *Foxn1* in a severely involuted thymus (in 1 or 2 year-old mice) can induce thymic rejuvenation, characterized by an increased thymic cellularity and by phenotypic qualities associated with young thymi (14). We found that at the end of gestation (D-2), *Foxn1* expression was reduced in cTECs (~2×), but not in mTECs (Figure 2A). 

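*Foxn1* (ENSMUSG00000002057.4) lies on the minus strand of chromosome 11 of GRCm38, from 78357577 to 78386558. In cTECs its FPKM was 158 ± 80.0 in NPC and 91.7 ± 17.2 at D-2. In a limma-voom fit with one mean per time point, the log2 fold change from NPC to D-2 was −0.64 (standard error 0.40, adjusted p = 0.73), so the difference was within the spread between replicates. All 3 samples at D-2 were below the NPC mean, but none was below every NPC sample. The alternative that moved this value most was leaving out NPC replicate 3, which gave −1.19 (limma-voom, adjusted p = 0.15, against 0.15 to 1 over the alternatives). In mTECs the FPKM was 86.7 ± 33.3 in NPC and 97.8 ± 34.6 at D-2, a log2 fold change of 0.08 (standard error 0.35, adjusted p = 0.93 from limma-voom). With 1 sample left out at a time, the mTEC value went from −0.22 to 0.37.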

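In cTECs the FPKM of *Foxn1* was 168 ± 10.5 at D0, 189 ± 46.5 at D3, 219 ± 90.0 at D6 and 246 ± 85.9 at D12. All 3 cTEC samples at D0 and all 3 at D6 were above all 3 at D-2. Against D-2, the limma-voom log2 fold change was 0.86 at D0 (standard error 0.39, adjusted p = 1) and 1.19 at D6 (standard error 0.38, adjusted p = 0.081), and neither was called. Before adjustment over all genes tested, the limma-voom p was 0.038 at D0 and 0.0062 at D6. That adjustment covers every gene tested, unlike the one over 16 comparisons used for the late phase below. Over the alternatives tried without leaving out a sample, the adjusted p at D6 ranged from 0.0192 to 0.148, with a log2 fold change of 1.18 and the lowest value from DESeq2. In mTECs the FPKM was 99.5 ± 23.9 at D0, 129 ± 57.6 at D3, from 148 to 260.2 (SD 56.6) in the samples at D6 and 115 ± 10.4 at D12. The mTEC log2 fold change against D-2 was 0.07 at D0 (standard error 0.35, adjusted p = 1 from limma-voom), where 1 of 3 samples was above the D-2 mean and where sample quality weights turned it to −0.13. At D6 it was 1.09 (standard error 0.34, adjusted p = 0.25 from limma-voom), with all 3 samples above all 3 at D-2. Sample quality weights lowered the mTEC adjusted p at D6 to 0.00916, the lowest of a range up to 0.509 over the alternatives without a sample left out.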

During the early regenerative phase, *Foxn1* expression rapidly increased in both cTECs and mTECs (as early as D0 for cTECs, Figure 2A). This translated into upregulation of FOXN1 target genes (33) from D2 postpartum and reaching its maximum around D6 in cTECs (Figures 2B,C). 

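The 10 FOXN1 targets examined were those that the paper names, with MHC-II taken as *H2-Aa*, *H2-Ab1* and *H2-Eb1*, and the list of its reference 33 was not used here. The paper describes these genes as following *Foxn1* in the same samples, so their joint rise is not an independent test of that pattern. In cTECs the mean log2(FPKM + 0.5) of these 10 genes was above its D-2 level by 0.67 ± 0.14 at D0, 1.24 at D1, 1.77 at D2, 1.65 ± 0.25 at D3, 2.09 ± 0.13 at D6 and 1.99 ± 0.10 at D12. The 3 MHC-II genes together stayed between −0.46 and 0.21 of their D-2 level at all later time points, while the other 7 genes had risen by 3.04 ± 0.10 at D6. Between D-2 and D6, the set of 10 had a mean log2 fold change of 2.09 in cTECs (adjusted p = 3.2e-09 from limma's camera), with 7 genes higher, 3 lower and the set mean higher in 3 of 3 samples. Leaving out D-2 replicate 2 moved this value most, to 1.90. In mTECs all 10 genes were higher at D6, with a mean log2 fold change of 1.33 (adjusted p = 3.0e-07 from limma's camera) and the set mean higher in 3 of 3 samples. *Dll4* (ENSMUSG00000027314.6, chromosome 2, 119325784 to 119335962) had the largest increase of the 10 in cTECs, from 3.84 ± 1.32 to 57.6 ± 12.4 (log2 fold change 3.95, standard error 0.35, adjusted p = 0.00042 from limma-voom). *Prss16* (ENSMUSG00000006179.8, chromosome 13, 22002173 to 22009742) rose from 221 ± 54.7 to 2845 ± 251 (log2 fold change 3.71, standard error 0.22, adjusted p = 7.1e-05 from limma-voom). All D6 samples were above all D-2 samples for both genes. In cTECs 7 of the 10 genes were called whether the p-values were adjusted over all 15845 genes tested or over the 10 alone, and in mTECs 1 and 6 were.

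**Figure D1:**
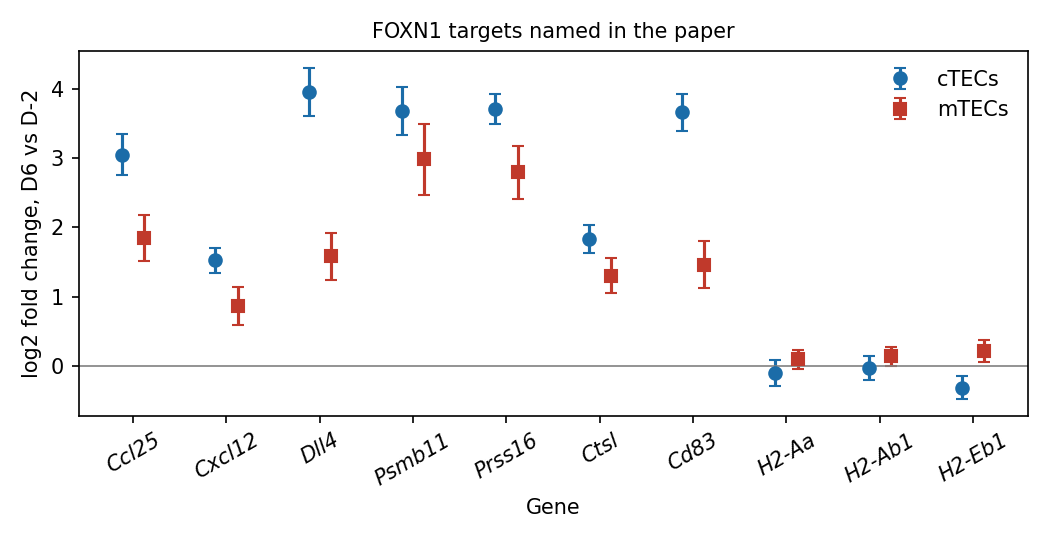
The log2 fold change from D-2 to D6 of the 10 FOXN1 targets in cTECs (circles) and mTECs (squares), from limma-voom with 3 samples per time point, with bars for 1 standard error. *Dll4* reaches 3.95 in cTECs, and the MHC-II genes lie near 0 in both cell types.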

As increased expression of *Foxn1* enhances thymic cellularity and output (34), our results provide strong evidence that *Foxn1* is involved in postpartum thymic regeneration. Notably, the overexpression of *Foxn1* and its target genes in cTECs was transient. Indeed, during the late regenerative phase, their expression regressed to levels found at D-2 (Figures 2A,B). 

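In cTECs the FPKM of *Foxn1* was 213 ± 57.1 over the 18 early samples (D0 to D12) and 103 ± 59.0 over the 4 late samples (D16 to D28, 1 sample per time point). The log2 difference was −1.19 (p = 0.0011, two-sided exact permutation test, 0.0087 after Benjamini-Hochberg adjustment over 16 such comparisons between phases), and all 4 late samples were below the early mean. Counting D12 as late moved this difference most, to −0.55 (p = 0.061, two-sided exact permutation test). The late samples differed from the 3 samples at D-2 by −0.01 (p = 0.97, two-sided exact permutation test, where 4 samples against 3 cannot give less than 0.0286). The early and late samples also follow each other in time, so that the phase and the time point cannot be told apart. In mTECs *Foxn1* fell by 0.82 on the log2 scale, from 137 ± 44.6 to 74.8 ± 16.2 (p = 0.0034, two-sided exact permutation test, adjusted 0.0095), in 4 of 4 samples. The set of 10 named FOXN1 targets was lower in late cTECs, with a mean log2 fold change of −0.60 (adjusted p = 0.0029 from limma's camera), all 10 genes lower and the set mean lower in 3 of 4 samples. Counting D12 as late reduced the set's mean log2 fold change to −0.13 (limma's camera, adjusted p from 0.000224 to 0.137 over the alternatives without a sample left out). Relative to D-2, the mean over the 10 targets was still 1.93 higher on the log2 scale at D16, 1.18 at D20, 0.94 at D24 and 0.75 at D28. For the 7 targets other than MHC-II, it was 2.88, 1.72, 1.39 and 1.27 higher at the same time points. The mean of the MHC-II genes lay between −0.46 and −0.09 of its D-2 level.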

As the downregulation of *Foxn1* with age depends on the presence of differentiating DP and SP thymocytes (32), our data suggest that thymocyte expansion during late postpartum thymic regeneration induces an negative feedback loop that inhibits *Foxn1* expression. 

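Of 13 genes generally used as readouts of canonical WNT signaling, such as *Axin2*, *Lef1* and *Nkd1*, 9 passed the filter on expression in cTECs and 11 in mTECs. The genes of the paper's GO term were not used here. Between D-2 and D6, this set had a mean log2 fold change of 0.36 in cTECs (adjusted p = 0.43 from limma's camera), with 5 genes higher and 4 lower. The set mean was higher in only 1 of 3 cTEC samples, and without the filter on low expression the mean log2 fold change was −0.17. In mTECs it was −0.03 (adjusted p = 0.35 from limma's camera), with 7 genes higher, 4 lower and the set mean lower in 2 of 3 samples. Without the filter, the mTEC value was 0.07.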

Of note, *Foxn1* activation was independent of WNT signaling (Supplementary Figure 4).

**Figure 2:**
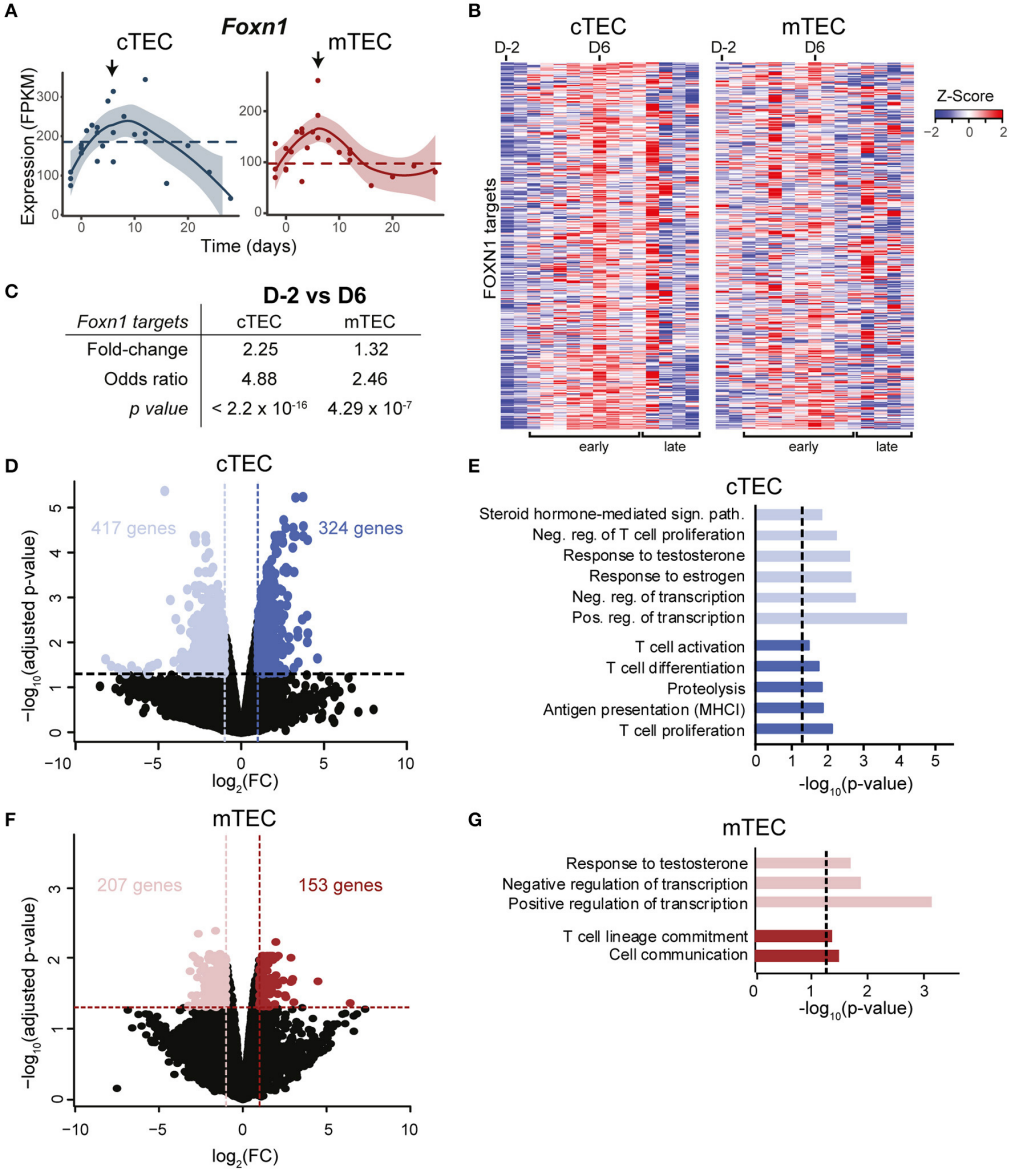
Transcriptomic changes in TECs during postpartum regeneration. **(A)** *Foxn1* expression in cTECs and mTECs. Each replicate is represented with a dot. Black lines represent non-linear regression and the 95% confidence intervals are displayed as shaded areas (blue for cTECs, red for mTECs). Average expression in NPC is depicted with a dashed line. **(B)** Expression of FOXN1 target genes, as defined by (33). Gene expression is shown as relative expression (*Z*-score), for D-2 to D28 (one column per time point). **(C)** Average fold-change in expression of FOXN1 targets between D-2 and D6. Odds Ratio and significance were assessed with Fisher exact test, for fold-change > 2. Gene expression for each time point represents either average expression for triplicates, or raw expression value for individual replicates. **(D)** Differential gene expression in cTECs between D-2 (pale blue) and D6 (dark blue). **(E)** Enriched GO-terms in cTECs between D-2 and D6. **(F)** Differential gene expression in mTECs between D-2 (pale red) and D6 (dark red). **(G)** Enriched GO-terms in mTECs between D-2 and D6.

A recent study showed that secretion of BMP4 by thymic endothelial cells promotes thymic regeneration following acute involution induced by sub-lethal total body irradiation (15). Increased BMP4 signaling was observed in thymic stromal cells 4–7 days following irradiation, and was accompanied by an upregulation of *Foxn1* and its target genes in TECs. While we have not analyzed BMP4 expression in thymic endothelial cells, we observed that despite expression of BMP receptors in both cTECs and mTECs (Supplementary Figure 5A), expression of BMP target genes was unchanged in the early postpartum regeneration (GO:0030510, Supplementary Figures 5B,C). These results provide strong evidence that BMP4 is not involved in postpartum thymic regeneration. 

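The readouts and feedback regulators of BMP signaling tested here were 14 genes such as *Id1*, *Id2*, *Smad6* and *Bambi*, of which 12 passed the filter on expression in each cell type, and the genes of the paper's GO term were not used. Between D-2 and D6, this set fell by 0.54 on the log2 scale in cTECs (adjusted p = 0.0212 from limma's camera), with 10 genes lower, 2 higher and the set mean lower in 3 of 3 samples. Leaving out D6 replicate 1 moved this value most, to −0.35, and the adjusted p from camera ranged from 0.00882 to 0.0931 over the alternatives. In mTECs the set fell by 0.38 (adjusted p = 0.0638 from limma's camera), with 9 genes lower, 3 higher and the set mean lower in 3 of 3 samples, so the change in mTECs was not called. Whether the change differed between cTECs and mTECs was not tested.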

In order to get a global picture of genes that may contribute to postpartum thymic regeneration, we next compared the transcriptome of cTECs and mTECs at the time of maximal thymic involution (D-2) vs. the time of maximal growth (D6) (Supplementary Figure 2B). We identified differentially expressed genes (fold-change ≥ 2 and *p* ≤ 0.01) and performed a GO-term enrichment analysis. 

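Between D-2 and D6, 213 of the 15845 genes tested in cTECs were differentially expressed, 107 higher and 106 lower at D6 (1.34% of genes tested). Before adjustment, 3686 genes had a p under 0.05. An unadjusted p of at most 0.01 in place of the adjusted one, an alternative chosen after seeing the data, moved the cTEC count most, to 1054. The Wald test of DESeq2 called 757 genes, which included 211 of the 213. With 1 sample left out at a time, the cTEC count was below 213 in every case. Total expected counts ranged from 8495657 to 11639179 per sample at D-2 and from 9562848 to 29884406 at D6 in cTECs. When every library of both time points and cell types was drawn down to the smallest one, the median cTEC count over 5 draws was 31. A mean FPKM of at least 5 in the higher group and no overlap between the groups, which chance gives for 10% of genes with 3 samples against 3, held for 211 of the 213. The largest decrease among them was in *Serpina3n* (ENSMUSG00000021091.8, chromosome 12, 104406729 to 104414329), from 197 ± 36.2 to 7.78 ± 1.61 FPKM (log2 fold change −4.68, standard error 0.24, adjusted p = 5.0e-05 from limma-voom). It was followed by *Aoc1* (log2 fold change −3.99), *Dscaml1* (−3.75), *Cdhr5* (−3.31) and *Vegfd* (−3.30). The largest increases were in *Dll4*, *Prss16*, *Psmb11*, *Cd83* and *Inmt*, the last with a log2 fold change of 3.48 (standard error 0.54, adjusted p = 0.0070 from limma-voom).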

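GO terms were not used here, and the mouse Reactome sets with 15 to 500 tested genes were examined with limma's camera in their place. In cTECs 196 of 683 sets had an adjusted p of at most 0.05, 155 of them higher at D6 and 41 lower. In mTECs 230 of 725 sets did, 209 higher and 21 lower. With an assumed correlation between genes of 0.05 in place of 0.01, these numbers were 80 and 127.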

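The progesterone receptor *Pgr* (ENSMUSG00000031870.16, chromosome 9, 8899833 to 8968611) had an FPKM of 6.87 ± 3.23 in NPC, 13.8 ± 3.94 at D-2 and 6.64 ± 1.74 at D6 in cTECs. From D-2 to D6 it fell by 1.20 on the log2 scale (standard error 0.25, adjusted p = 0.0236 from limma-voom, 0.0015 to 0.166 over the alternatives without a sample left out), and all 3 samples at D6 were below all 3 at D-2. A set of 11 genes generally induced by the receptors of glucocorticoids, progesterone or estrogen, such as *Fkbp5*, *Tsc22d3* and *Zbtb16*, had 9 genes that passed the filter on expression in cTECs. It fell by 1.17 on the log2 scale from D-2 to D6 (adjusted p = 5.5e-05 from limma's camera), with 8 genes lower, 1 higher and the set mean lower in 3 of 3 samples. In mTECs the set fell by 1.00 (adjusted p = 5.8e-05 from limma's camera), with 10 of 11 genes lower and the set mean lower in 3 of 3 samples. The 3 genes named above did not fall alike. In the limma-voom fits to all 28 samples of each cell type, *Zbtb16* changed by −3.14 in cTECs and −1.49 in mTECs. In the same order, *Fkbp5* changed by −0.22 and 0.20, and *Tsc22d3* by 0.89 and −0.11.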

Several genes overexpressed in cTECs at D-2 are involved in steroid hormone response (Figures 2D,E) and included the nuclear progesterone receptor *Pgr*, whose expression in thymic stromal cell is necessary for pregnancy-induced involution (8). We also observed on D-2 an upregulation of genes that negatively regulate T cell proliferation (Figure 2E). Consistent with the pronounced expansion of DP thymocytes at D6, genes involved in T cell activation, proliferation and differentiation were upregulated in cTECs during the early regenerative phase (D6). 

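Genes that thymocytes express, such as those of the T cell receptor complex, *Rag1*, *Rag2* and *Dntt*, were measured in the sorted cTECs as a list of 20 genes. Between D-2 and D6 their mean log2 fold change was 2.69 (adjusted p = 4.8e-09 from limma's camera), with 19 genes higher, 1 lower and the set mean higher in 3 of 3 samples. With limma-trend on log2(FPKM + 0.5), which moved this value most, it was 1.65. Of the 20 genes, 16 had all 3 samples at D6 above all 3 at D-2, where chance gives 10% of genes with groups that do not overlap in either direction. Their summed FPKM in cTECs was 38.0 ± 3.18 at D-2, 132 ± 18.0 at D6 and 202 ± 19.0 at D12, against 144 ± 97.8 in NPC. The log2 difference between D6 and D-2 was 1.79 (p = 0.1, two-sided exact permutation test, the smallest p that 3 samples against 3 allow). *Rag1*, which rearranges T cell receptor genes, rose from 0.710 to 6.63 FPKM, and *Cd8a* from 1.99 to 9.40.

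**Figure D2:**
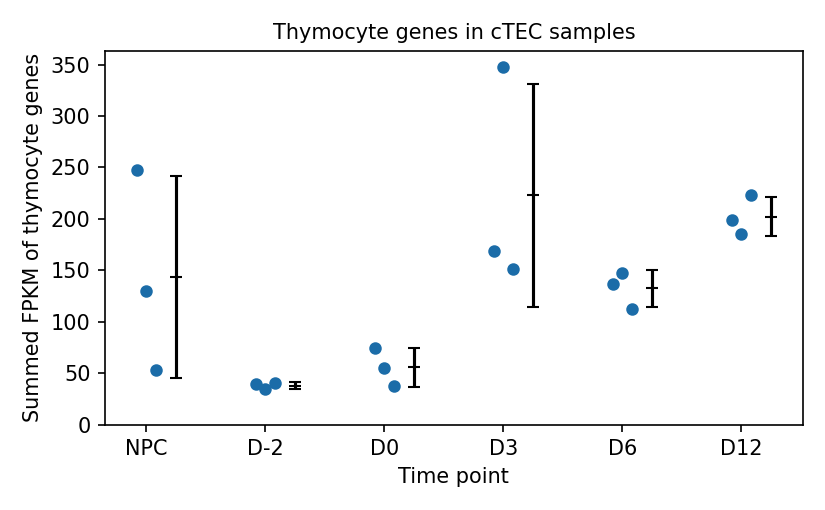
Summed FPKM of the 20 thymocyte genes in each cTEC sample (points) at the 6 time points with replicates, with a bar for the mean ± SD. All 3 samples at D6, with a mean of 132, lie above all 3 at D-2, with a mean of 38.0, and the NPC samples spread widely.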

Interestingly, we also observed on D6 an upregulation of genes involved in MHC-I antigen presentation and proteolysis in cTECs, such as *Psmb9, Psmb10*, and *Psmb11*. 

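In cTECs the FPKM of *Psmb11* (ENSMUSG00000072423.4, chromosome 14, 54621433 to 54629556) rose from 27.3 ± 10.4 at D-2 to 349 ± 114 at D6 (log2 fold change 3.67, standard error 0.34, adjusted p = 0.00051 from limma-voom). *Psmb10* (ENSMUSG00000031897.9, chromosome 8, 105935735 to 105938444) rose from 198 ± 22.2 to 711 ± 191 (log2 fold change 1.68, standard error 0.19, adjusted p = 0.0017 from limma-voom). *Psmb9* (ENSMUSG00000096727.2, chromosome 17, 34181987 to 34187764) rose from 174 ± 38.0 to 361 ± 47.7 (log2 fold change 0.95, standard error 0.16, adjusted p = 0.0114 from limma-voom, 1.7e-05 to 0.0728 over the alternatives without a sample left out), which is short of both thresholds. For all 3 genes, every sample at D6 was above every sample at D-2. A set of 13 genes of MHC-I antigen processing, which holds these 3 genes and others such as *Psmb8*, *Tap1*, *Tapbp* and *B2m*, had a mean log2 fold change of 0.46 (adjusted p = 0.0681 from limma's camera), with 7 genes higher, 6 lower and the set mean higher in 3 of 3 samples. Without the filter on low expression, the set's mean was 0.50 (limma's camera, adjusted p from 0.00854 to 0.145 over the alternatives without a sample left out). Of the 13 genes, 2 were called whether the p-values were adjusted over all genes tested or over the 13 alone.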

In mTECs, variations in gene expression were more modest than in cTECs: only 2% of expressed genes were differentially expressed in mTECs (360 genes) as opposed to 4.7% in cTECs (741 genes) (Figures 2D,F). 

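In mTECs 53 of the 17743 genes tested were differentially expressed between D-2 and D6, 18 higher and 35 lower at D6 (0.299% of genes tested). Before adjustment, 3596 genes had a p under 0.05. The alternative chosen after seeing the data again moved the count most, to 663, and DESeq2 called 470 genes, which included all 53. With sample quality weights, more genes were called in mTECs than in cTECs. With 1 sample left out at a time, the mTEC count went from 0 to 11. It was 0 without D6 replicate 2, where 2571 genes had an unadjusted p under 0.05. Total expected counts in mTECs ranged from 9991569 to 48195568 per sample at D-2 and from 4561208 to 16023121 at D6. With all libraries drawn down to the smallest one, the median mTEC count was 0, with 3738 genes at an unadjusted p under 0.05. The median size of the log2 fold change was 0.481 over the genes tested in cTECs and 0.424 in mTECs. The biological coefficient of variation within time points, from edgeR, was 0.494 in cTECs and 0.453 in mTECs.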

While mTECs also presented an upregulation of genes involved in cell communication and T cell lineage commitment at D6 (Figure 2G), no changes in antigenic presentation were detected. 

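Under the same conditions on level and overlap, 52 of the 53 called genes remained in mTECs, and the largest increase was in *Prss16*, from 60.4 ± 25.4 to 415 ± 194 FPKM (log2 fold change 2.79, standard error 0.38, adjusted p = 0.0094 from limma-voom). It was followed by *Cnmd* (log2 fold change 2.04), *Tbata* (1.87), *Hes6* (1.85) and *Brinp2* (1.63). The largest decreases were in *Krt10* (−3.01), *Serpina3n* (−2.84), *Spink5* (−2.81), *Cyp2g1* (−2.81) and *Angptl4* (−2.57). The set of 13 genes of MHC-I antigen processing had a mean log2 fold change of 0.45 in mTECs (adjusted p = 0.0071 from limma's camera, 0.00107 to 0.0413 over the alternatives), with 10 genes higher, 3 lower and the set mean higher in 3 of 3 samples. None of the 13 was called with the p-values adjusted over all genes tested, and 2 were with adjustment over the 13 alone. *Psmb11* had a log2 fold change of 2.98 in mTECs (standard error 0.51, adjusted p = 0.0189 from limma-voom) and *Psmb10* one of 1.12 (standard error 0.17, adjusted p = 0.0121 from limma-voom). Both belong to the set, which was not tested without them. *Prss16*, *Tbata* and *Psmb11* are also among a set of 6 genes of cTECs. From D-2 to D6, the summed FPKM of those 6 genes rose from 1104 to 10050 in cTECs and from 825 to 3243 in mTEC samples. RNA of cTECs in the mTEC samples could therefore give part of these increases.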

We conclude that pregnancy-induced sex hormone variations have a more dramatic effect on cTECs than mTECs.

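The difference between the cell types was tested as an interaction in limma-voom, over 18394 genes in the 12 samples of cTECs and mTECs at D-2 and D6. By the numbers in their titles, 5 pairs of these samples come from the same mouse, which this fit does not use. With a replicate block by mouse, 10 genes were called in place of 1, and the mean correlation of deviations within these pairs was 0.0323. The change from D-2 to D6 differed between cTECs and mTECs in 1 gene, with the log2 fold changes at least 1 apart and an adjusted p of at most 0.01. Before adjustment, 2203 genes had a p under 0.05. DESeq2 moved the count most, to 126, and the median difference over all genes was −0.14. The single gene was *Fabp5* (ENSMUSG00000027533.10, chromosome 3, 10012548 to 10016607), which encodes a fatty acid binding protein and was named after its values were seen. Its FPKM rose from 194 ± 36.0 to 1836 ± 306 in cTECs and from 328 ± 56.3 to 489 ± 25.0 in mTECs, with all 3 samples at D6 above all 3 at D-2 in both. The 2 log2 fold changes differed by 2.60 (standard error 0.24, adjusted p = 0.00022 from limma-voom). Across the 15194 genes tested in both cell types, the log2 fold changes in cTECs and mTECs had a Pearson's r of 0.368, a value across genes, which are not independent replicates. The paper gives the numbers of differentially expressed genes in Figs. 2D and 2F and reports detecting no change in antigenic presentation in mTECs. It then concludes that the sex hormone variations of pregnancy affect cTECs more than mTECs.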

### The Pivotal Role of cTECs in Postpartum Thymic Regeneration

Many FOXN1 targets in cTECs regulate various steps of thymopoiesis: (i) regulation of lymphoid precursors migration in the thymus (*Ccl25* and *Cxcl12*), (ii) DN thymocyte survival and proliferation (*Ccl25, Cxcl12*) and differentiation (*Dll4, Cxcl12*), and (iii) cortico-medullary thymocyte migration (*Psmb11*) (9, 13, 33, 38–44). In cTECs, FOXN1 targets also include genes involved in antigenic presentation essential for positive selection, such as cTEC-specific proteases (*Psmb11, Prss16*, and *Ctsl*) and stimulatory molecules important in TCR signaling (MHC-II, *Cd83*) (45–50). 

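Over the 25 cTEC samples from D-2 to D28, the FPKM of 9 genes was correlated with that of *Foxn1*, with permutation p-values (100000 resamples, two-sided) and Benjamini-Hochberg adjustment over the 9. *Psmb11* had a Pearson's r of 0.840 (p = 1e-05, the smallest that these permutations give, adjusted 9e-05) and a Spearman's rho of 0.844 (permutation p = 1e-05). *Ccl25* had an r of 0.691 (permutation p = 8e-05, adjusted 0.00036) and a rho of 0.714 (permutation p = 1e-04). *Il7*, *Dll4*, *Prss16*, *Cxcl12* and *Cd83* had an r of 0.589, 0.550, 0.521, 0.501 and 0.481 and a rho of 0.626, 0.575, 0.479, 0.495 and 0.485. The permutation p of these r were 0.00232, 0.00442, 0.00766, 0.0108 and 0.0149 (adjusted 0.00696, 0.00995, 0.0138, 0.0162 and 0.0192), and those of the rho were 0.00106, 0.00294, 0.0160, 0.0129 and 0.0145. *Ctsl* had an r of 0.218 (permutation p = 0.296, adjusted 0.333) and a rho of 0.315 (permutation p = 0.126). *Kitl* had an r of 0.0589 (permutation p = 0.778) and a rho of 0.0246 (permutation p = 0.907). Without the 2 samples farthest from the median of *Foxn1*, r was 0.821 for *Psmb11*, 0.654 for *Ccl25*, 0.581 for *Il7*, 0.542 for *Dll4*, 0.448 for *Prss16*, 0.437 for *Cxcl12*, 0.390 for *Cd83*, 0.236 for *Ctsl* and 0.118 for *Kitl*. With 1 point per time point, which moved the result most, 2 of the 9 genes passed an adjusted p of 0.05 by Pearson's r and 4 by Spearman's rho, in place of 7 by each, and the r of *Kitl* was −0.124. This weakening rests partly on the 2 points farthest from the median of *Foxn1*. Without them, r rose from 0.503 to 0.760 for *Dll4*, 0.429 to 0.7355 for *Prss16* and 0.513 to 0.691 for *Cxcl12*. It also rose from 0.343 to 0.661 for *Cd83* and 0.0668 to 0.593 for *Ctsl*, and fell from 0.518 to 0.497 for *Il7*. No sequencing batch is given in the labels, and the samples were divided by depth in its place. Within the 13 deeper and the 12 shallower samples, r was 0.845 and 0.819 for *Psmb11*, 0.743 and 0.661 for *Ccl25*, 0.622 and 0.564 for *Il7*, and 0.672 and 0.424 for *Cxcl12*. In the same order, it was 0.755 and 0.259 for *Dll4*, 0.691 and 0.391 for *Prss16*, 0.682 and 0.245 for *Cd83*, 0.389 and 0.148 for *Ctsl*, and 0.0796 and 0.210 for *Kitl*.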

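From NPC to D-2, *Prss16*, *Cd83*, *Dll4*, *Psmb11*, *Ccl25*, *Ctsl* and *Cxcl12* were lower in all 3 cTEC samples at D-2 than in all 3 of NPC. Their log2 fold changes ranged from −2.78 for *Prss16* (limma-voom, adjusted p = 0.0291) to −0.80 for *Cxcl12* (limma-voom, adjusted p = 0.211), and none was called over all genes tested in the fit to these 6 samples. The fit to all 28 cTEC samples called *Prss16* (log2 fold change −2.80, adjusted p = 5.0e-05 from limma-voom) and *Ctsl* (log2 fold change −1.19, adjusted p = 0.0041 from limma-voom). With adjustment over the 10 named FOXN1 targets alone, 6 passed the thresholds. The set of 10 had a mean log2 fold change of −1.43 from NPC to D-2 (adjusted p = 1.2e-09 from limma's camera), with 8 genes lower and the set mean lower in 3 of 3 samples. Over all genes, no gene was called between NPC and D-2 in cTECs, where 1564 had an unadjusted p under 0.05, while the fit to all 28 samples called 15 and DESeq2 called 96. The MHC-II genes did not vary in this way. *H2-Aa* had an FPKM of 2899 ± 402 in NPC, 3020 ± 214 at D-2, 2967 ± 588 at D6 and 3390 ± 183 at D12. *H2-Ab1* had 2893 ± 287, 2724 ± 221, 2754 ± 356 and 3128 ± 159, and *H2-Eb1* had 1580 ± 101, 1788 ± 131, 1483 ± 178 and 1739 ± 72.1 at the same points. In late regeneration, *Psmb11* fell by 1.24 on the log2 scale against the early phase, from 260.4 ± 111 (n = 18) to 106 ± 43.3 (n = 4) FPKM (p = 0.0083, two-sided exact permutation test, adjusted 0.0186), in 4 of 4 samples. *Prss16* fell by 0.40 (p = 0.451), *Ctsl* by 0.08 (p = 0.807) and *Cd83* by 0.24 (p = 0.688), each in 3 of 4 samples and within the spread between samples (two-sided exact permutation tests). Counting D12 as late turned these 3 differences to 0.18, 0.13 and 0.30.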

During pregnancy and postpartum regeneration, all these genes followed a pattern of expression similar to that of *Foxn1*: (i) downregulation during pregnancy-induced involution; (ii) upregulation in early regeneration; and (iii) downregulation again in late regeneration (Figure 3A and Supplementary Table 2). Two other cTEC genes play crucial roles in the early stages of thymopoiesis: Il7, which is FOXN1-independent, and Kitl whose FOXN1-dependence is unclear (13, 33, 51). 

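*Il7* (ENSMUSG00000040329.14, chromosome 3, 7569994 to 7613760) had an FPKM in cTECs of 102 ± 17.9 in NPC, 63.5 ± 16.9 at D-2, 82.8 ± 6.06 at D0, 112 ± 8.43 at D3 and 121 ± 10.5 at D6. From D-2 to D6 its log2 fold change was 0.93 (standard error 0.21, adjusted p = 0.034 from limma-voom, 0.0031 to 0.0852 over the alternatives without a sample left out), and all 3 samples at D6 were above all 3 at D-2. Its late level was 72.3 ± 9.61 (n = 4) against 101 ± 15.4 (n = 18) in the early phase, a log2 difference of −0.47 (p = 0.00041, two-sided exact permutation test, adjusted 0.0066) seen in 4 of 4 samples. *Kitl* (ENSMUSG00000019966.18, chromosome 10, 100015630 to 100100416) had an FPKM of 21.1 ± 7.23 in NPC, 19.8 ± 8.78 at D-2, 18.7 ± 1.55 at D0, 49.1 ± 38.9 at D3, 42.4 ± 2.04 at D6 and 23.2 ± 3.96 at D12. Its log2 fold change from D-2 to D6 was 1.31 (standard error 0.22, adjusted p = 0.0102 from limma-voom, 5.4e-05 to 0.124 over the alternatives without a sample left out), in 3 of 3 samples. Between the early and late phases *Kitl* differed by 0.36 (p = 0.361, two-sided exact permutation test).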

In our mice, the expression of *Il7* followed the pattern of FOXN1-regulated genes, but *Kitl* did not (Figure 3A). 

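In cTECs the FPKM of *Prss16* was 511 ± 117 at D0, 1881 in the single sample at D2 and 1830 ± 572 at D3. *Psmb11* was at 81.8 ± 3.46 at D0, 254 at D2 and from 151 to 332 at D3 (SD 91.1). *Dll4* was at 9.54 ± 1.17 at D0 and 20.3 ± 3.07 at D3, *Ccl25* at 662 ± 89.9 and 2577 ± 845, and *Cxcl12* at 490.5 ± 47.4 and 764 ± 76.1.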

Globally, the upregulation of *Il7* and FOXN1-regulated genes (between D0 and D3, Figures 2A,B, 3A,B) preceded the release of DN1–DN2 differentiation (between D3 and D6, Supplementary Figure 2A), supporting the idea that postpartum thymic regeneration was triggered by transcriptomic changes in cTECs.

**Figure 3:**
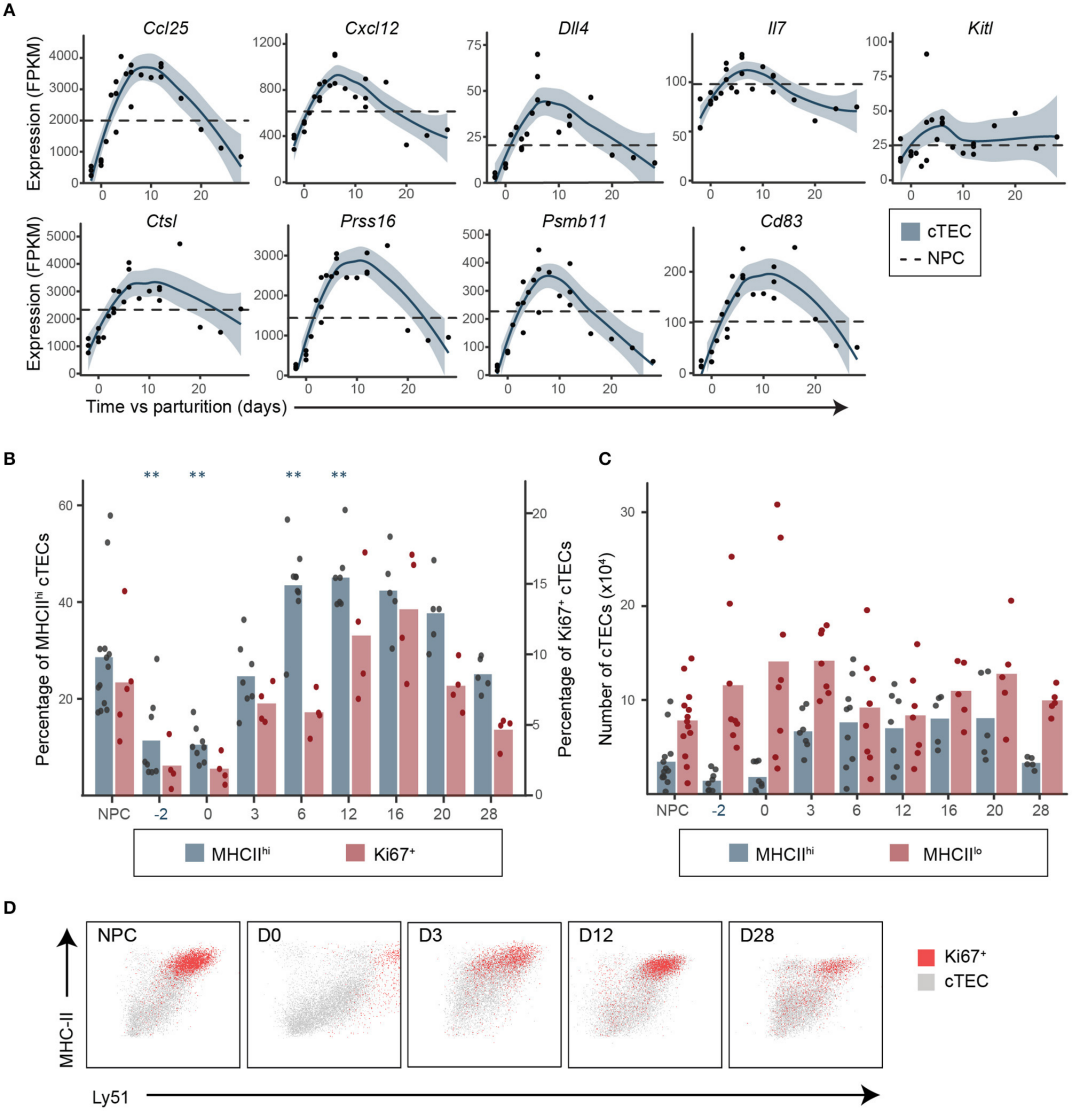
Upregulation of genes involved in thymopoiesis in cTECs precedes the release of thymocyte differentiation blockade in early postpartum regeneration. **(A)** Expression of genes involved in DN thymocytes migration and differentiation and in cTEC antigenic presentation. Each replicate is represented with a dot and a non-linear regression and the 95% confidence intervals (blue shaded area) are displayed. Average expression in NPC is depicted with a dashed line. **(B)** Proportions of MHC-II^hi^ (*n* = 5–13) and Ki67^+^ (*n* = 4–5) cTECs. Means and individual replicates are depicted as bars and dots, respectively. Significance was assessed using one-way ANOVA followed by *post-hoc* Tukey test. *p*-values (**p < 0.01) are shown against NPC only. **(C)** MHC-II^lo^ and MHC-II^hi^ cTEC numbers (×10^6^, *n* = 5–13). **(D)** Representative profiles of MHC-II and Ly51 expression for total (gray) of Ki67^+^ (red) cTECs.

Upregulation of *Il7* and FOXN1-regulated transcripts coincided with increased proportion and numbers of MHC-II^hi^ cTECs (Figures 3B,C), which include most of the proliferating cTECs (Ki67^+^, Figure 3D). Indeed, the proportion of MHC-II^hi^ cTECs, which was very low at D-2 and during late regeneration, increased during early regeneration when the thymus was in expansion, and decreased at D28 when thymus was hypertrophic (Figures 3C,D). A recent analysis of the thymic stroma in embryonic thymi using single-cell transcriptomics revealed that most of the key cTEC genes modulated during postpartum regeneration (*Foxn1, Ccl25, Cxcl12, Dll4, Ctsl, Prss16, Psmb11, Cd83, Ly51*, and MHC-II) are co-expressed by a single subpopulation of cTECs, which the authors called cTEC4 (52). Therefore, our data suggest that postpartum thymic regeneration may be driven by an expansion of the cTEC4 compartment. It also seems likely that variations in the proportion of MHC-II^hi^ cTECs is strongly associated with the transcriptomic changes observed in cTECs.

### mTECs Proliferate and Differentiate After Thymic Regrowth

We next analyzed expression of genes associated with mTEC differentiation and involved in SP thymocyte maturation and selection: (i) costimulatory molecules (*Cd80, Cd86*, and *Cd40*), (ii) promiscuously expressed genes (35) and the Autoimmune regulator (*Aire*), and (iii) MHC-II expression at the cell surface (detected by flow cytometry). 

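*Aire* (ENSMUSG00000000731.15, chromosome 10, 78030022 to 78043610) had an FPKM in mTECs of 80.6 ± 47.1 over the 18 early samples and 217 ± 151 over the 4 late samples, a log2 difference of 1.46 (p = 0.0093, two-sided exact permutation test, adjusted 0.0186). *Cd80* (ENSMUSG00000075122.4) rose from 11.6 ± 7.78 to 28.2 ± 12.3, a log2 difference of 1.40 (p = 0.0036, two-sided exact permutation test, adjusted 0.0095), with 46.6 in the D16 sample and 21.0 to 23.3 in the other 3. *Cd86* (ENSMUSG00000022901.13) rose from 2.42 ± 2.33 to 9.93 ± 2.97, a log2 difference of 2.23 (p = 0.0019, two-sided exact permutation test, adjusted 0.0095). *Cd40* (ENSMUSG00000017652.16) rose from 46.3 ± 18.4 to 92.5 ± 23.5, a log2 difference of 1.07 (p = 0.0030, two-sided exact permutation test, adjusted 0.0095). All 4 late samples were above the early mean for each of these genes. With TMM-scaled log2 counts in place of FPKM, the difference was 0.63 for *Cd40* (p = 0.107) and 2.40 for *Cd86* (p = 0.0541, two-sided exact permutation tests). Without the D16 sample, the difference of *Aire* was 1.05. Tested together with limma's camera, the 4 genes had a mean log2 fold change of 1.27 (adjusted p = 4.9e-04), with the mean higher in 4 of 4 late samples. A set of 8 genes of macrophages and dendritic cells was also higher in late mTECs (mean log2 fold change 1.45, adjusted p = 8.4e-04 from limma's camera). Its summed FPKM in mTECs was 72.8 ± 14.9 at D-2, 30.8 ± 22.2 at D6 and 110.6 ± 23.0 at D12. RNA of such cells was not tested as a source of the changes in these 4 genes. In the early phase, *Cd80* at D6 was below D-2 in all 3 samples (log2 fold change −1.71, standard error 0.61, adjusted p = 0.16 from limma-voom), and *Aire* had a log2 fold change of −0.80 (standard error 0.51, adjusted p = 0.40 from limma-voom), in 2 of 3 samples. *Cd86* had one of −1.37 (standard error 0.61, adjusted p = 0.24 from limma-voom), with all 3 samples below all 3 at D-2. *Cd40* changed by 0.19 over the same days (standard error 0.21, adjusted p = 0.65 from limma-voom). At D12, also in the early phase, the log2 fold change against D-2 was 1.02 for *Cd80*, 0.79 for *Aire* and 0.98 for *Cd40* (limma-voom on all 28 samples, adjusted p = 0.131, 0.480 and 0.0791), with 3 of 3 samples above the D-2 mean for each. For *Cd86* it was 1.05 (adjusted p = 0.702 from the same limma-voom fit). The lists of tissue-restricted genes were not used here. As a measure of promiscuous expression, the genes with at least 3 counts were counted after every mTEC library was drawn down to 4561199 counts. The late samples had 17153 ± 1357 such genes and the early samples 16111 ± 1691, a difference of 1042 (p = 0.255, two-sided exact permutation test) that was not detectable against the spread between samples. Requiring at least 10 counts gave a difference of 1083 (p = 0.0249, two-sided exact permutation test).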

Interestingly, almost all these molecules (*Cd80, Cd40, Aire*, Aire-dependent and -independent TRGs and MHC-II) were downregulated during early regeneration and upregulated during late regeneration (Figures 4A–C). 

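Sets of 12 genes of cornified keratinocytes, such as *Krt10*, *Ivl* and *Sbsn*, and of 12 genes of tuft cells, such as *Pou2f3*, *Dclk1* and *Trpm5*, were written from general knowledge, and the published lists were not used here. Against the early mTEC samples, the late ones had a mean log2 fold change of 0.77 over the cornified set (adjusted p = 2.9e-04 from limma's camera), with 12 genes higher and the set mean higher in 4 of 4 samples. For the tuft set it was −0.15 (adjusted p = 0.943 from limma's camera), with 7 genes higher, 5 lower and the set mean lower in 1 of 4 samples. With limma-trend on log2(FPKM + 0.5), the tuft value was 0.18. A set of 12 genes of dividing cells, such as *Mki67* and *Top2a*, had a mean log2 fold change of 1.12 (adjusted p = 3.5e-05 from limma's camera), with 12 genes higher and the set mean higher in 4 of 4 samples. Over all genes, limma-voom called 11 genes between late and early mTECs, 10 of them higher in the late phase, and 3541 genes had an unadjusted p under 0.05. With a threshold of 0.05 on the adjusted p, which moved this count most, 184 genes were called. Of the 11, 3 had a mean FPKM of at least 5 in the higher phase and all 4 late samples beyond all 18 early ones. *Mir142hg* rose from 1.06 ± 1.49 (n = 18) to 15.4 ± 8.34 (n = 4), a log2 fold change of 4.17 (standard error 0.68, adjusted p = 0.0057 from limma-voom). *Nrp2* had a log2 fold change of 1.05 (standard error 0.18, adjusted p = 0.0057 from limma-voom) and *Glul* one of −1.01 (standard error 0.14, adjusted p = 0.0016 from limma-voom). Genes of macrophages and dendritic cells were also higher in these late samples (mean log2 fold change 1.45, adjusted p = 8.4e-04 from limma's camera). RNA of such cells was not tested as a source of the called genes, *Mir142hg* among them.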

Genes associated with cornified cells, Hassall's corpuscles and tuft cells (36, 37), which have been associated with different subsets of terminally differentiated mTECs, were also upregulated during the late regenerative phase compared to the early postpartum phase (Figure 4C). These transcriptomic and phenotypical changes in mTECs occurred simultaneously with the increase in mTEC proliferation rate and the increase in proportions of SP thymocytes during the late regenerative phase (Figures 1D, 4C). These results suggest that cross talk with SP thymocytes is required for the maturation of mTECs in the adult thymi, like it is during embryonic development (26). This hypothesis is supported by the correlation between global thymic cellularity and the number of Ki67^+^ mTECs in the late regenerative phase (Figure 4D). Interestingly, no such correlation can be found with the number of Ki67^+^ cTECs (Figure 4D). Taken together, these results suggest that mTECs do not trigger thymic regeneration but rather seem to proliferate and differentiate in response to the increased numbers of SP thymocytes.

**Figure 4:**
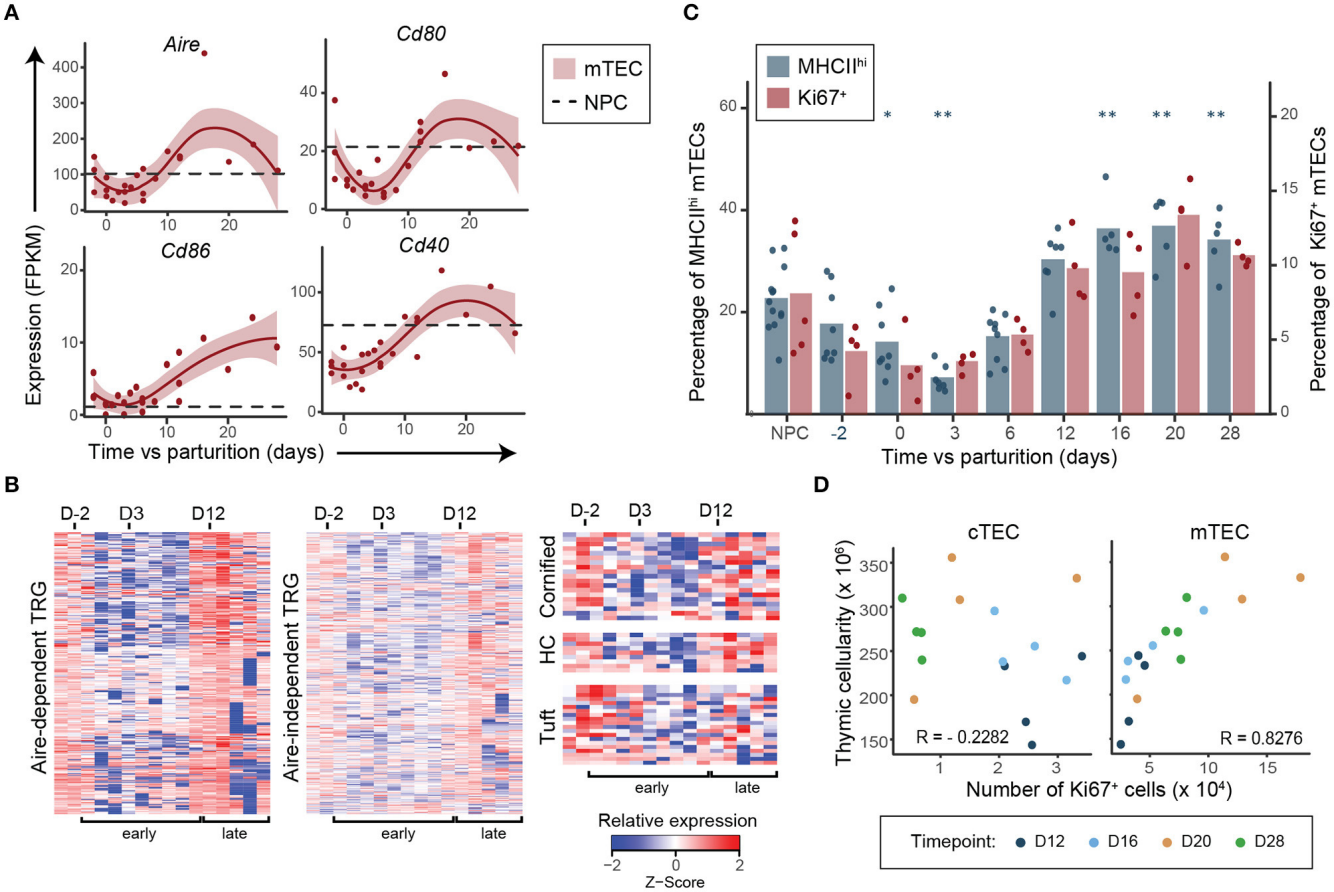
Expansion of SP thymocytes precedes differentiation of mTECs postpartum. **(A)** Expression of genes involved in SP thymocytes negative selection and associated with mTEC maturation. Each replicate is represented with a dot and a non-linear regression and the 95% confidence interval are displayed as lines and shaded area, respectively. Average expression in NPC is depicted with a dashed line. **(B)** Relative expression (*Z*-score) of *Aire*-dependent, *Aire*-independent tissue-restricted genes (TRG) (35), of genes associated with cornified cells, Hassall's corpuscles (HC) and tuft cells (36, 37) in mTECs during postpartum regeneration (NPC is shown in the first left column, then D-2 to D28 postpartum). Gene expression for each time point represents either average expression for triplicates, or raw expression value for single replicate. **(C)** Percentage of MHC-II^hi^ (*n* = 5–13) and Ki67^+^ (*n* = 4–5) mTECs. Means and individual replicate are depicted as bars and dots, respectively. Significance was assessed using one-way ANOVA followed by *post-hoc* Tukey test. *p*-values (*p < 0.05 and **p < 0.01) are shown against NPC only. **(D)** Pearson correlation between global thymic cellularity and the number of Ki67^+^ cTECs or mTECs from D12–D28.

## Discussion

We have shown that postpartum thymic regeneration is mostly associated with qualitative changes in the cTEC population, beginning very early after parturition. Contrary to previous results (3), we did not observe a decrease in TEC numbers during pregnancy, the discrepancies most likely explained by the different enzymatic digestion protocols used in the two studies. Nonetheless, both studies have revealed a decrease in the expression of *Ccl25, Cxcl12*, and *Dll4* in cTEC during pregnancy. We have shown that these same genes are also upregulated during early postpartum regeneration, highlighting their importance in the regulation of thymopoiesis. 

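*Ccl25* (ENSMUSG00000023235.14, chromosome 8, 4325210 to 4360020) had an FPKM in cTECs of 1797 ± 833 in NPC, 393 ± 147 at D-2 and 3252 ± 714 at D6. From NPC to D-2 its log2 fold change was −2.10 (standard error 0.42, adjusted p = 0.159 from limma-voom), and from D-2 to D6 it was 3.05 (standard error 0.29, adjusted p = 0.00065 from limma-voom). *Cxcl12* (ENSMUSG00000061353.11, chromosome 6, 117168535 to 117181367) had an FPKM of 631 ± 69.2 in NPC, 358 ± 64.8 at D-2 and 1022 ± 143 at D6, with a log2 fold change of 1.52 (standard error 0.18, adjusted p = 0.0021 from limma-voom) from D-2 to D6. *Dll4* had an FPKM of 22.0 ± 3.31 in NPC, and its log2 fold change from NPC to D-2 was −2.53 (standard error 0.34, adjusted p = 0.0622 from limma-voom). For all 3 genes, every sample at D-2 was below every sample of NPC and of D6. In the late phase, *Cxcl12* fell by 0.63 on the log2 scale in 3 of 4 samples (p = 0.0105, two-sided exact permutation test, adjusted 0.0187), while *Ccl25* (−0.69, p = 0.199) and *Dll4* (−0.55, p = 0.253) stayed within the spread between samples (two-sided exact permutation tests).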

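From NPC to D-2 in mTECs, no gene was called by limma-voom, and 2267 had an unadjusted p under 0.05. DESeq2 moved the count of genes called most, to 165. The median log2 fold change over all genes tested was 0.17 from limma-voom and 0.01 from edgeR, so the values below are to be read against that shift. *Aire* had an FPKM of 172 ± 126 in NPC and 104 ± 50.3 at D-2, a log2 fold change of −0.61 (standard error 0.48, adjusted p = 0.61 from limma-voom). *Cd80* had 20.5 ± 9.63 and 22.4 ± 13.8, a log2 fold change of −0.05 (standard error 0.48, adjusted p = 0.98 from limma-voom). *Cd86* had 2.79 ± 3.89 and 3.59 ± 1.95, a log2 fold change of 3.4 (standard error 1.72, adjusted p = 0.43 from limma-voom) with 1 NPC sample at 0 FPKM. *Cd40* had 77.2 ± 13.6 and 37.5 ± 4.82, a log2 fold change of −0.71 (standard error 0.28, adjusted p = 0.34 from limma-voom), with all 3 samples at D-2 below all 3 of NPC. The MHC-II genes had log2 fold changes of −0.17 (*H2-Aa*), −0.13 (*H2-Ab1*) and −0.40 (*H2-Eb1*), with adjusted p-values of 0.78, 0.85 and 0.43 from limma-voom. The set of 10 named FOXN1 targets fell by 0.46 on the log2 scale (adjusted p = 0.0011 from limma's camera), with 10 genes lower and the set mean lower in 3 of 3 samples. The set of 12 genes of dividing cells was lower by a mean log2 fold change of −2.08 (adjusted p = 1.5e-14 from limma's camera, 12 genes lower, 3 of 3 samples), and the 11 tested genes of steroid response had one of 1.56 (adjusted p = 0.0019 from limma's camera, 10 genes higher, 3 of 3 samples).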

In opposition, mTECs show very little phenotypic changes during gestation: expression of *Foxn1, Cd80, Cd86*, MHC-II, *Aire*, and of tissue-restricted genes are similar at D-2 vs. NPC. These results strongly suggest that the cTECs are the main regulators of the rate of thymopoiesis and are driving both pregnancy-induced involution and postpartum regeneration, while the mTECs proliferate and differentiate in response to the increasing presence of SP thymocytes in the late regenerative phase.

The MHC-II^hi^ subpopulation of cTECs diminishes drastically during gestation, and reappears gradually in early regenerative phase. As this population has been shown to co-express many genes involved in thymopoiesis (such as *Ccl25, Cxcl12, Dll4, Psmb11*, etc.) (52, 53), this suggests that the presence of MHC-II^hi^ cTECs is instrumental in thymic regrowth. Indeed, the majority of cTECs expressed high levels of MHC-II during the most active growth phase of the thymus, from the end of embryonic development (E18) to the postnatal period (54). Interestingly, the MHC-II^hi^ cTEC population also expands in the transient hypertrophy following sex steroids ablation, 7 days after castration (54). Furthermore, the decreased expression of *Foxn1* and its targets in the late regenerative phase, when the number of DP and SP thymocytes was greatly increased, suggests the presence of a negative feedback loop regulating the expression of *Foxn1* in cTECs. This is in line with previous results showing that the presence of more differentiated thymocytes (>DN3) is necessary for the age-related decrease in *Foxn1* expression (32).

In conclusion, our study further extends the pervasive role of *Foxn1* in thymus biology, as it was shown to be involved in all models of thymic growth, regeneration, and involution to this day (14, 15, 34, 53, 55, 56). Also, unlike what is observed following irradiation-induced involution (15), no evidence of BMPR signaling or of damage to the epithelial population was detected in postpartum thymic regeneration. These data imply that the mechanisms involved in triggering thymic regeneration differ depending on the context leading to thymic involution. Moreover, our study demonstrates that the *Foxn1* pathway is tightly regulated in a time sequential manner before and after parturition. This raises a fundamental question: how is *Foxn1* regulated by sex hormones? This regulation could result from direct and/or indirect effects of sex hormones on the *Foxn1* pathway in TECs and is the subject of our ongoing studies.

## Data Availability Statement

The datasets generated for this study can be found in the GEO archives under accession number GSE138494.

## Ethics Statement

The animal study was reviewed and approved by the Comité de Déontologie et Expérimentation Animale de l'Université de Montréal.

## Author Contributions

Experimental design and bioinformatic analyses were performed by MD-L, TD, and LD, with the help of JZ. Data collection was performed by MD-L and LD, with the help of YB. Data interpretation was done by MD-L, LD, TD, and CP, with the help of SB, LH, and SL. Manuscript was written by MD-L and LD, and revised by all authors. CP provided the financial and material resources necessary for the realization of this project.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Qualitative Changes in Cortical Thymic Epithelial Cells Drive Postpartum Thymic Regeneration
**Source:** Front Immunol. 2020 Jan 15;10:3118. doi: 10.3389/fimmu.2019.03118
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

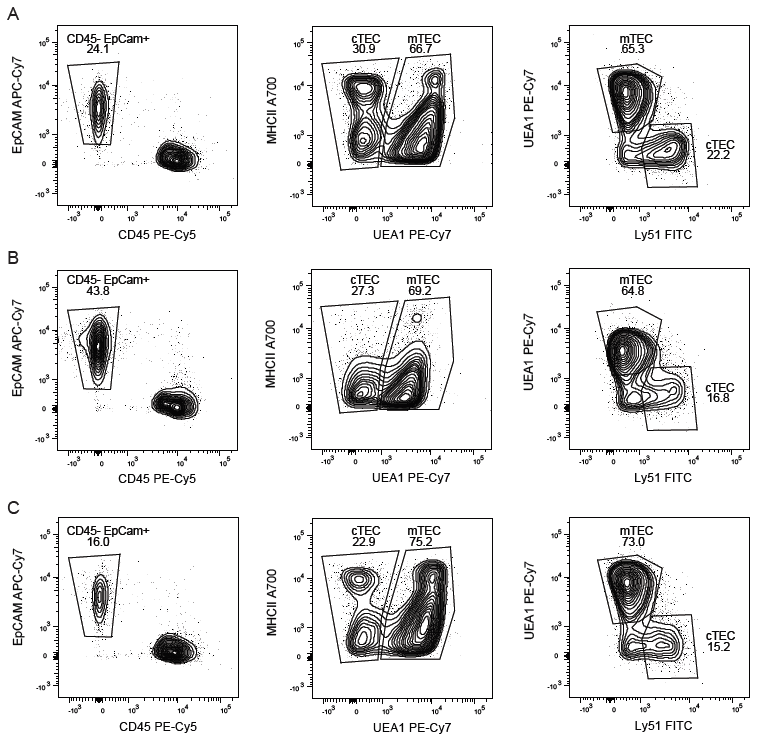
**Supplementary Figure 1.** Representative profile of TECs in (A) NPC, (B) at D-2 and (C) D16 postpartum.

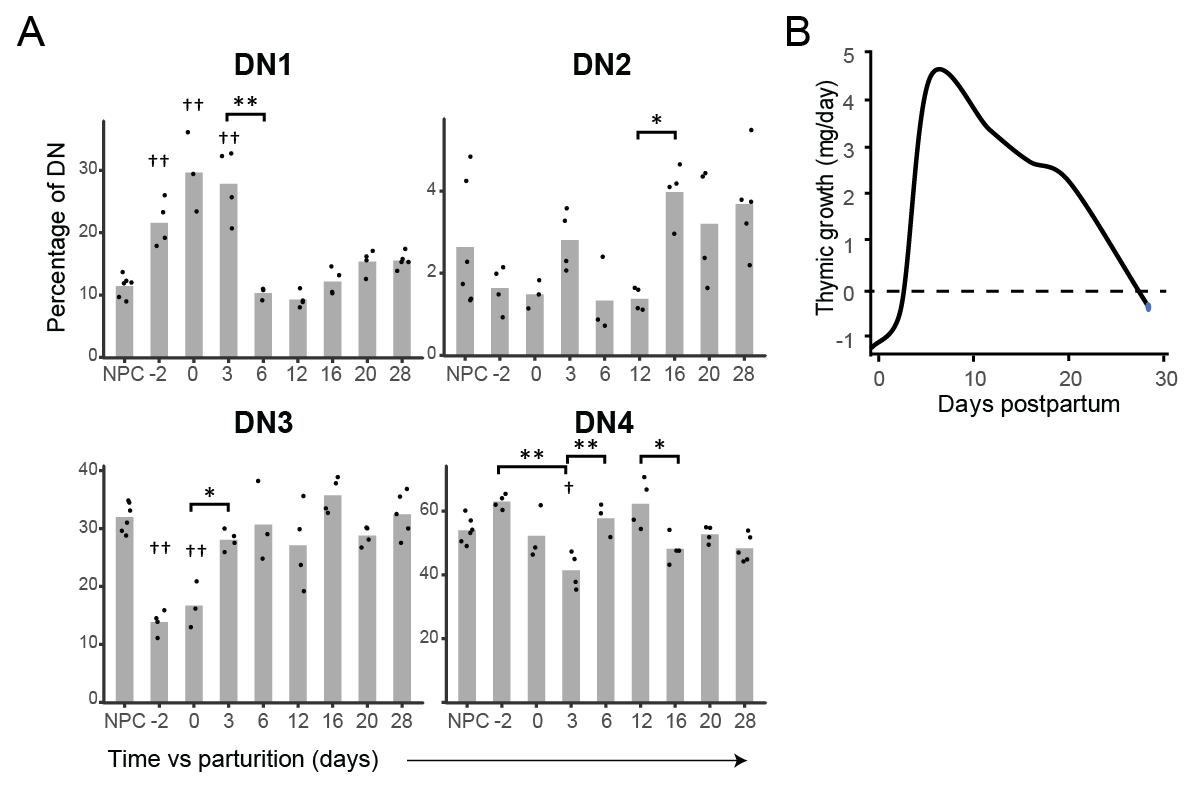

**Supplementary Figure 2.** (A) Percentage of DN1 to DN4 thymocytes over all DN thymocytes (n = 3 to 6). Means and individual replicates are shown as bars and dots, respectively. Significance was assessed with one-way ANOVA followed by post-hoc Tukey test. *p* values are shown against NPC († *p* < 0.05 and †† *p* < 0.01) or against the indicated time point (* *p* < 0.05 and ** *p* < 0.01). (B) Thymic growth rate in late pregnancy and during post-partum regeneration (from E18.5 to D28). The thymic growth (ΔC) was calculated as followed: ∆C= ∆weight/∆time vs previous timepoint.

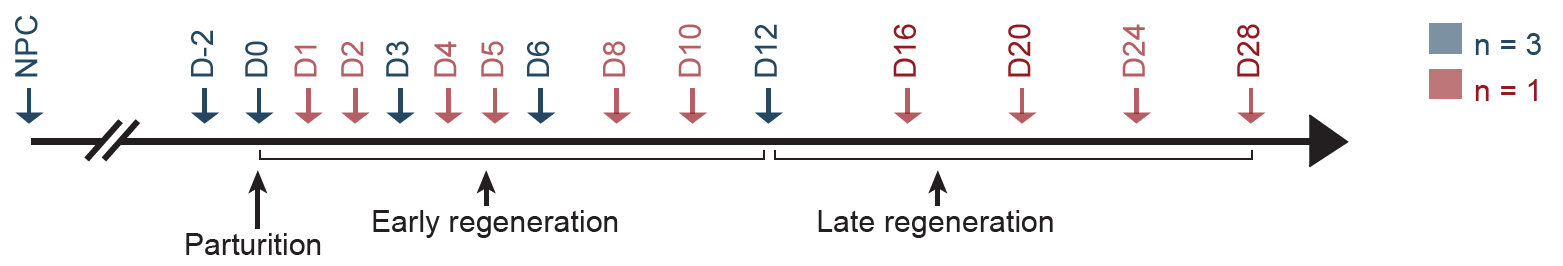

**Supplementary Figure 3.** Schematic representation of RNA sequencing analyses of TECs in late pregnancy and postpartum thymic regeneration. Timepoints for which 3 replicates were analyzed are indicated in blue. We divided the postpartum regeneration period in 2 phases: early regeneration, encompassing all timepoints from D0 to D12, and late regeneration, from D16 to D28.

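The 18 early samples of each cell type hold 3 samples each of D0, D3, D6 and D12 and 1 each of D1, D2, D4, D5, D8 and D10, so the early mean rests most on the time points in triplicate. The 4 late samples are 1 each of D16, D20, D24 and D28. Median total expected counts were 26888340 in early and 34609667 in late cTECs, and 14369671 in early and 34097128 in late mTECs. In cTECs 223 genes were called between the phases by limma-voom, 180 higher and 43 lower in the late phase, and 4310 genes had an unadjusted p under 0.05. Sample quality weights moved this count most, to 1045, and counting D12 as late gave 0, with 2138 genes at an unadjusted p under 0.05.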

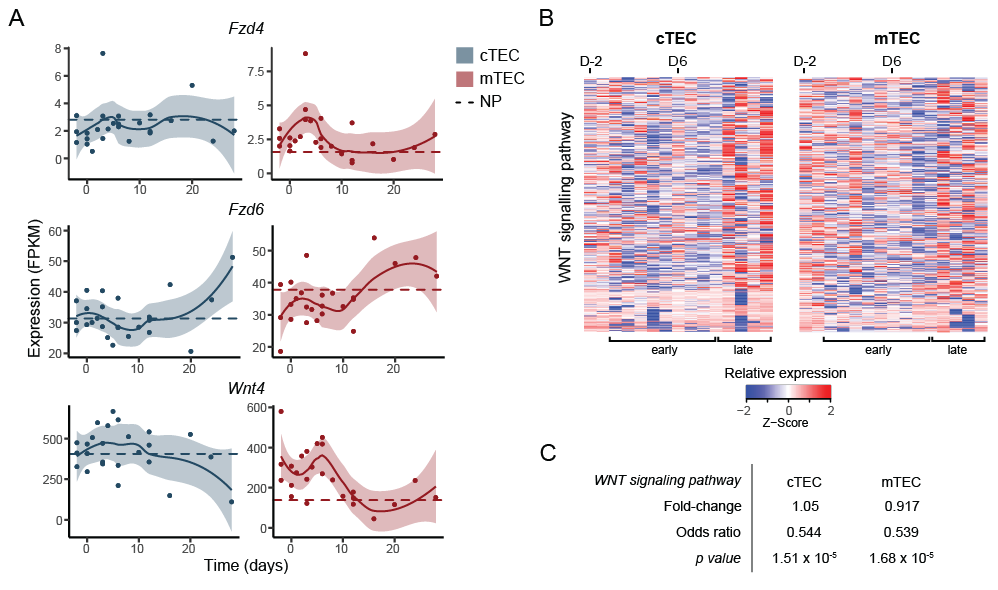

**Supplementary Figure 4**. (A) Expression of WNT receptors *Fzd4* and *Fzd6* and of *Wnt4* in cTECs and mTECs. Each replicate is represented with a dot. Lines represent non-linear regression and the 95% confidence interval are displayed as shaded areas (blue for cTECs, red for mTECs). Average expression in NPC is depicted with a dashed line. (B) Relative expression (Z-score) of genes of the WNT signaling pathway (GO: 0016055). Relative expression (Z-score) from D-2 to D28 is shown. (C) Average fold-change in WNT signaling pathway expression between D-2 and D6. Odds ratio and significance were assessed with Fisher exact test, for fold-change > 2. Gene expression for each time point represents either average expression for triplicates, or raw expression value for single replicate (see Supplementary Figure S2 for number of replicates per timepoint).

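The WNT receptors and ligand of this panel did not differ between D-2 and D6 beyond the spread between replicates. *Fzd4* (ENSMUSG00000049791.4) had an FPKM of 1.25 ± 0.566 at D-2 and 1.56 ± 0.316 at D6 in cTECs, and 1.60 ± 0.433 and 1.77 ± 0.629 in mTECs. *Fzd6* (ENSMUSG00000022297.14) had 19.1 ± 2.42 and 18.7 ± 2.38 in cTECs, and 17.8 ± 6.86 and 20.9 ± 2.25 in mTECs. *Wnt4* (ENSMUSG00000036856.4) had 246 ± 51.3 and 231 ± 125 in cTECs, and 229 ± 106 and 238 ± 55.3 in mTECs.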

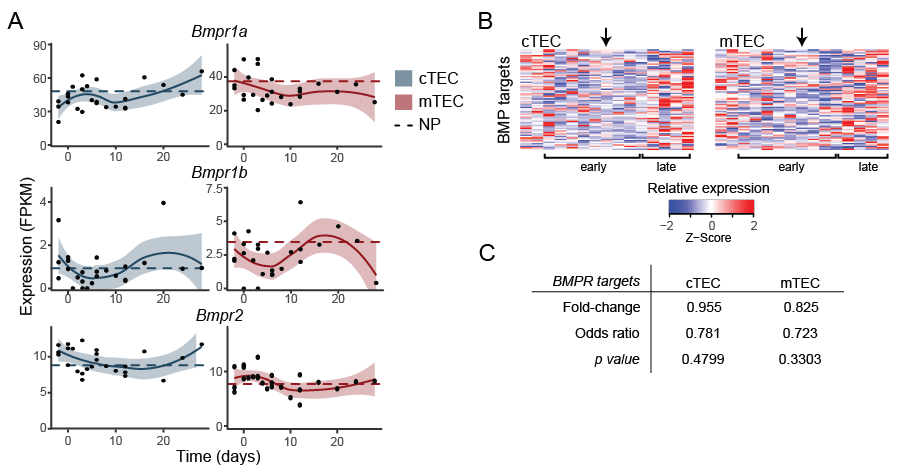

**Supplementary Figure 5**. (A) Expression of BMP4 receptors in cTECs and mTECs. Each replicate is represented with a dot. Lines represent non-linear regression and the 95% confidence interval is displayed as shaded area (blue for cTECs, red for mTECs). Average expression in NPC is depicted with a dashed line. (B) Relative expression (Z-score) of BMPR target genes (GO:0030510). Gene expression is shown as relative expression (Z-score), from D-2 to D28. Arrows indicate D6. (C) Average fold-change in BMPR targets expression between D-2 and D6. Odds ratio and significance were assessed with Fisher exact test, for fold-change > 2. Gene expression for each time point represents either average expression for triplicates, or raw expression value for single replicate (see Supplementary Figure S2 for number of replicates per timepoint).

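The receptors measured were *Bmpr1a*, *Bmpr1b* and *Bmpr2*. *Bmpr1a* (ENSMUSG00000021796.14) had an FPKM of 31.4 ± 9.61 at D-2 and 45.0 ± 12.0 at D6 in cTECs, and 37.4 ± 5.76 and 31.3 ± 7.17 in mTECs. *Bmpr2* (ENSMUSG00000067336.6) had 10.8 ± 0.698 and 10.3 ± 0.689 in cTECs, and 8.05 ± 2.49 and 8.12 ± 1.07 in mTECs. *Bmpr1b* (ENSMUSG00000052430.15) was lower, at 1.61 ± 1.39 and 0.923 ± 0.452 in cTECs, and 2.79 ± 1.13 and 1.15 ± 0.180 in mTECs.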

## Supplementary Tables

Supplementary Table 1. Reagents used for flow cytometry analysis.

| Reagents | Catalog # | Clone | Supplier | Lot # |
| --- | --- | --- | --- | --- |
| Collagenase D | 11088866001 | - | Sigma | 15731423 |
| DNase I | D25-1G | - | Sigma | SLBF7798V |
| Papain | LS003119 | - | Worthington-Biochem | 37J17641 |
| LS Columns | 130-042-401 | - | Miltenyi Biotec | 5180129007 |
| CD326 (EpCAM) Microbeads mouse | 130-105-958 | - | Miltenyi Biotec | 5171027038 |
| EpCAM - APC-Cy7 | 118218 | G8.8 | BioLegend | B244598 |
| CD45 - PE-Cy5 | 553082 | 30-F11 | BD Biosciences | NA |
| UEA1 – biotinylated | B-1065 | - | Vector Laboratories | 0331 |
| I-A/I-E - Alexa Fluor 700 | 107622 | M5/114.15.2 | BioLegend | B217859 |
| I-A/I-E – APC | 107614 | M5/114.15.2 | BioLegend | B191785 |
| Ly51 – FITC | 553160 | 6C3 | Biolegend | 83063 |
| Streptavidin – PE-Cy7 | 557598 | - | BD Biosciences | 5126578 |
| CD4 – Alexa Fluor 700 | 557956 | RM4-5 | BD Biosciences | 7047620 |
| CD4 – BV421 | 100443 | GK1.5 | Biolegend | B223832 |
| CD8a – FITC | 553031 | 53-6.7 | BD Biosciences | 05932 |
| CD11c – PE-Cy7 | 558079 | HL3 | BD Biosciences | 7005642 |
| CD25 – APC-Cy7 | 557658 | PC61 | BD Biosciences | 35781 |
| CD44 – APC | 559250 | IM7 | BD Biosciences | 50592 |
| PE Mouse anti-Human Ki67 set | 556027 | - | BD Biosciences | 5113744 |
| Factor staining buffer set | 00-5523-00 | - | Invitrogen | 1957127 |
| Propidium iodine | 51-66211E | - | BD Biosciences | 6155503 |

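The fold changes of 10 genes in cTECs were computed as ratios of the mean FPKM, between NPC and D-2, written as negative where the level fell, and between D-2 and the time points of early regeneration with replicates after D0 (D3, D6 and D12). From NPC to D-2, the ratio was −1.72 for *Foxn1*, −5.71 for *Dll4*, −4.57 for *Ccl25*, −1.76 for *Cxcl12*, −1.61 for *Il7*, −1.06 for *Kitl*, −2.30 for *Ctsl*, −7.03 for *Prss16*, −6.49 for *Psmb11* and −6.11 for *Cd83*. From D-2 to early regeneration, the smallest and largest ratios were 2.06 and 2.68 for *Foxn1*, 5.29 and 15.0 for *Dll4*, 6.56 and 9.27 for *Ccl25*, 2.12 and 2.86 for *Cxcl12*, 1.59 and 1.90 for *Il7*, 2.48 and 3.59 for *Ctsl*, 8.30 and 12.9 for *Prss16*, 9.04 and 12.8 for *Psmb11*, and 5.81 and 12.2 for *Cd83*. For *Kitl*, the ratio of D6 to D-2 was 2.14. Ratios of TPM in place of FPKM, or the fold changes from limma-voom, stayed within the spread between replicates for each of these values.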

**Supplementary Table 2.** Differential expression of genes involved in thymopoiesis in cTECs.

| Genes | Downregulated during pregnancy  (NPC to D-2) | | Upregulated during regeneration  (between D-2 and D3 to D12) | | Correlation with Foxn1 |
| --- | --- | --- | --- | --- | --- |
|  | Fold-change | *p* value | Fold-change | *p* value | R (Pearson) |
| Foxn1 | -1.7x | 0.2336 | 2.0 to 2.7x | p < 0.05 | 1 |
| Dll4 | -5.7x | 0.0009 | 5.3 to 15.0x | p < 0.002 | 0.542 |
| Ccl25 | -4.6x | 0.0456 | 6.6 to 9.3x | p < 0.02 | 0.706 |
| Cxcl12 | -1.8x | 0.0076 | 2.1 to 2.9x | p < 0.008 | 0.462 |
| Il7 | -1.6x | 0.0446 | 1.5 to 1.9x | p < 0.054 | 0.533 |
| Kitl* | -1.1x | n.s. | 2.2x | p < 0.008 | -0.02 |
| Ctsl | -2.3x | 0.0048 | 2.3 to 3.7x | p < 0.003 | 0.133 |
| Prss16 | -7.0x | 0.0058 | 8.3 to 12.9x | p < 0.009 | 0.731 |
| Psmb11 | -6.5x | 0.0450 | 9.0 to 12.8x | p < 0.02 | 0.912 |
| Cd83 | -6.1x | 0.0152 | 5.8 to 12.2x | p < 0.02 | 0.738 |

Significance was assessed using unpaired bilateral student T tests. *For *Kitl*, only the fold-change between D-2 and D6 are shown.

How the deposited data were processed for this re-analysis (not part of the article)

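RNA was measured in cTECs and mTECs sorted from mouse thymi, in 56 samples, 28 per cell type. Each cell type had 3 samples of NPC and of D-2, D0, D3, D6 and D12, and 1 sample of each of D1, D2, D4, D5, D8, D10, D16, D20, D24 and D28. Samples were assigned to cell types and time points by their labels and by the design of Supplementary Figure 3, and to the early phase (D0 to D12, 18 samples per cell type) and the late phase (D16 to D28, 4 samples per cell type) as in the paper.

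The authors trimmed adapters and low-quality ends with Trimmomatic, aligned the reads to GRCm38 with STAR and quantified genes with RSEM. For each sample they deposited the expected count of 50600 genes, which RSEM estimates per gene and does not normalize. The deposited TPM values are scaled by gene length and to a constant total per sample. The deposited FPKM values are scaled by gene length and by the fragments counted in each sample, and the paper expresses levels in this unit. In every sample, 91.4% to 98.0% of the expected counts were whole numbers. Gene symbols and coordinates were taken from GENCODE release M21 on GRCm38, which matched 50376 of the 50600 identifiers without their version, since the text of the paper does not name the annotation release.

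Total expected counts per sample ranged from 4561208 to 108547384 (median 17972566), from 6470058 to 44409019 in cTECs and from 4561208 to 108547384 in mTECs. Differences that the spread between replicates or this depth could not show are reported as not detected.

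Expected counts were rounded to whole numbers and analysed in R 4.3.3 with limma 3.58.1 (voom, lmFit and eBayes) after scaling with the TMM method of edgeR 4.0.16. Genes with a mean FPKM of at least 0.5 over the 28 samples of the cell type were tested, and for the difference between cell types, the genes that pass it in either. The thresholds were a fold-change of at least 2 and a Benjamini-Hochberg adjusted p of at most 0.01. The comparisons were D6 against D-2 and D-2 against NPC, each within cTECs and mTECs on the samples of those time points, the interaction of cell type and time point for D6 against D-2, and late against early samples within each cell type. Samples of cTECs and mTECs were paired by mouse from the time point and the number in their titles. *Foxn1* was also followed in a fit of all 28 samples of a cell type with one mean per time point.

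Sets of genes were tested with limma's camera on the voom values, with an assumed correlation between genes of 0.01, and adjusted over the sets tested in that comparison. The 22 sets were written from the paper and from general knowledge of marker genes. Mouse Reactome sets with 15 to 500 tested genes, as shipped with fgsea 1.28.0, were tested in the same way. The gene lists of references 33, 35, 36 and 37 and of the paper's GO terms were not used here.

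Single genes were compared between phases with two-sided exact permutation tests of the mean of log2(FPKM + 0.5), adjusted over 16 comparisons. Correlations with *Foxn1* over the 25 cTEC samples from D-2 to D28 were given as Pearson's r and Spearman's rho with permutation p-values from 100000 resamples, adjusted over 9 genes. Fold changes for Supplementary Table 2 were ratios of mean FPKM. The number of genes detected in mTECs was the number with at least 3 counts after each library was drawn down to 4561199 counts. These steps used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.

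Genes named in the text were those that the paper names, the members of the 22 sets, and, for D6 against D-2 in each cell type and late against early in mTECs, the 5 genes with the largest increase and the 5 with the largest decrease among those past the thresholds, with a mean FPKM of at least 5 in the higher group and no overlap between the groups. A gene named outside this rule is marked as such.

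The tests were tried on simulated data made from the same counts, with a fold-change of 4 put into 200 genes. With 3 samples against 3, limma-voom called 47.5% of the changed genes and 1.04% of its calls were false. The edgeR quasi-likelihood test called 59.5%, with 1.65% false, DESeq2 1.42.0 called 70% (13.6% false), and limma-trend called 0%. For the interaction, limma-voom called 31% of the changed genes, and for late against early mTECs it called 59.1%, with 5.65% false.

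The alternatives tried were the edgeR quasi-likelihood test, the Wald test of DESeq2, limma-trend on log2(FPKM + 0.5) and log2(FPKM + 0.1), voom with sample quality weights, no TMM, a filter over the samples compared or none, a threshold of 0.05 on the adjusted p, a fit to all 28 samples of the cell type, a block for replicates, D12 counted as late, other pseudocounts, TPM in place of FPKM, and leaving out each replicate in turn. Flow cytometry and cell counts were not analysed here.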

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

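The tests of *Fabp5* without single samples, of the genes that dissociation of cells induces, of the ratios of thymocyte genes from D-2 to D6, of the ratios of mTEC genes between the cell types at D-2, and the comparisons with D0 and D3 and between replicates of dividing cell and thymocyte genes were chosen only after those results were seen. The paper does not report the results of this part. Ratios between genes were compared with a limit of 2 times and with no measure of noise, so a value past the limit weakens an explanation without ruling it out.

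*Cd80* in late mTECs. Among the 4 late mTEC samples, the D16 sample had a *Cd80* FPKM of 46.6, against 21.0 to 23.3 in the other 3, a gap above Dixon's critical value for 4 samples. Of 16 groups of late samples examined in this way, 1 had such a sample, which is about what chance gives. Each late time point has 1 mTEC sample, so the time point and the sample cannot be told apart and no biological explanation was tested.

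*Fabp5* and the cell types. The change of *Fabp5* from D-2 to D6 differed between cTECs and mTECs by 2.60 on the log2 scale (limma-voom interaction, adjusted p = 0.00022), with a log2 fold change of 3.22 in cTECs (adjusted p = 7.1e-05) and 0.61 in mTECs (adjusted p = 0.060), in 3 of 3 samples each. With all 12 libraries drawn down to the smallest one, the largest adjusted p over 5 draws was 0.00921. With each of the 12 samples left out in turn, the largest adjusted p was 0.0018, and the difference stayed between 2.46 and 2.75. Neither library depth nor a single sample therefore accounts for it. RNA of other cells in the cTEC samples was not tested for this gene, so a larger change within cTECs, which the time points of the design would allow, remains a hypothesis, found and tested on the same data.

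Genes of thymocytes and of dividing cells at D6. From D-2 to D6, the 20 thymocyte genes had a mean log2 fold change of 2.69 in cTECs (limma's camera, adjusted p = 4.8e-09, 3 of 3 samples) and the 19 tested in mTECs one of 1.40 (adjusted p = 0.00105, 3 of 3 samples). Of the 20 genes in cTECs, 16 had all samples at D6 above all at D-2, where chance gives 10% of genes without overlap. RNA of thymocytes in the sorted cells predicts a joint rise, but this count restates the rise and could hardly have gone against it. For the 10 genes with an FPKM of at least 1 at D-2, the ratio of D6 to D-2 ranged from 1.22 to 7.79, the largest 6.38 times the smallest, which weakens a single larger share of thymocyte RNA as the explanation. The paper reports that the block of DN1 cells had resolved by D6 and that DP thymocytes expanded, so the mix of thymocytes changed over these days. Such a change could give unequal ratios, so they do not count against RNA of thymocytes as such. Neither a changed mix nor expression within cTECs was tested, so the source of this RNA remains open. The 12 genes of dividing cells had a mean log2 fold change of 1.86 in cTECs, with 11 of them higher (adjusted p = 7.6e-04, 3 of 3 samples). Their summed FPKM was 24.9 ± 13.4 at D-2, 15.9 ± 3.87 at D0, 59.6 ± 24.5 at D3, 43.9 ± 3.47 at D6 and 52.6 ± 16.7 at D12. At D12 the thymocyte genes were also at least as high as at D6, and at D3 they summed to 152 to 348, as thymocyte RNA would give. Within time points the pattern is mixed, since replicate 2 was highest in both sums at D3 and D6, but highest for dividing cells and lowest for thymocytes at D-2 and D12. In NPC both sums had the same order over the replicates. There the thymocyte sum spanned 53.3 to 247.5 and the dividing cell sum only 44.1 to 58.6, so they were not in proportion. At D0 the dividing cell genes (11.7 to 19.3) overlapped those at D-2 (10.3 to 36.5), while the thymocyte genes summed to 37.4, 54.7 and 74.8 against 34.4 to 40.5, so D0 does not tell. Division of cTECs themselves and RNA of dividing thymocytes cannot be told apart here.

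Genes of mTECs in cTECs at D6. All 7 genes of mTECs fell from D-2 to D6 in cTECs, with a mean log2 fold change of −1.41 (limma's camera, adjusted p = 1.0e-04, 3 of 3 samples), as did the mean of the 10 cornified genes tested (−2.95, adjusted p = 4.4e-05, 3 of 3 samples) and that of the 12 tuft genes (−1.48, adjusted p = 4.9e-04, 3 of 3 samples). The ratio of the level in cTEC samples to that in mTEC samples changed from D-2 to D6 by a factor between 0.387 and 0.694 for the 7 genes, the largest 1.79 times the smallest. A smaller share of mTEC RNA in the cTEC samples at D6 predicts such a like factor. It also predicts like ratios at D-2, where they ranged from 0.0774 for *Aire* to 1.07 for *Cldn3*, the largest 13.8 times the smallest. This weakens RNA of mTECs alone as the explanation of these levels, if that RNA has the profile of the sorted mTEC samples. RNA of a subset of mTECs with another profile was not tested and remains open. The cornified and tuft genes were not given a test of their own. Both sets also fell in mTECs from D-2 to D6 (cornified −1.905, adjusted p = 2.0e-08, tuft −0.51, adjusted p = 0.0305, limma's camera). Their fall in cTECs therefore need not reflect a smaller share of mTEC RNA.

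Genes of cTECs in mTECs. The set of 6 genes of cTECs was higher in mTEC samples at D6 than at D-2, with a mean log2 fold change of 1.71 (limma's camera, adjusted p = 1.5e-05, 5 genes higher and 1 lower, 3 of 3 samples), and lower in late than in early mTECs (−1.28, adjusted p = 5.9e-04, 5 genes lower and 1 higher, 4 of 4 samples). At D6 their level in mTEC samples was between 12.3% and 44.5% of that in cTEC samples, the largest 3.63 times the smallest, which weakens RNA of cTECs alone as the explanation, since it predicts like percentages. From early to late, the ratio of levels ranged from 0.112 to 0.903, a factor of 8.08. These genes also change by different amounts in cTECs themselves, as *Psmb11* (from 260.4 to 106 FPKM) and *Prss16* (from 2027 to 1551 FPKM) show, so RNA of cTECs does not predict like ratios here and this factor does not test it. The other technical explanations were not tested for these genes. The 2 changes follow the time point, and expression of these genes within mTECs may account for part of them, as a hypothesis.

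Genes of macrophages and dendritic cells, and of fibroblasts, in the late phase. In late mTECs, the 8 genes of macrophages and dendritic cells had a mean log2 fold change of 1.45 (limma's camera, adjusted p = 8.4e-04, 4 of 4 samples). For the 7 genes above an FPKM of 1 in the early samples, the ratio of late to early ranged from 1.09 to 2.43, the largest 2.24 times the smallest. The low end comes from *Itgax* (1.07 to 1.16 FPKM) and *Csf1r* (1.67 to 2.18 FPKM), while the ratios of the other 5 were between 1.90 and 2.43, as a single larger share of RNA from these cells would give, so this test does not settle it. In late cTECs, the 6 genes of fibroblasts tested had a mean log2 fold change of 1.21 (adjusted p = 0.0071, 4 of 4 samples), with ratios from 1.08 to 3.11, the largest 2.89 times the smallest, which no measure of noise was set against either. RNA of several other cell types in changing shares was not tested and remains open, so neither pattern can be called a change within TECs.

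Genes that dissociation of cells induces. The mean of the 10 genes of this list, such as *Fos* and *Atf3*, was lower at D6 than at D-2 in cTECs (log2 fold change −0.67, 9 genes lower, limma's camera, adjusted p = 0.0203, 2 of 3 samples) and in mTECs (−0.83, adjusted p = 4.2e-04, 2 of 3 samples). A fall in both cell types is what a difference in the handling of the thymi would give, so this remains a candidate explanation. In the late phase, their mean was lower in mTECs (−0.64, adjusted p = 0.00104, 3 of 4 samples) but not in cTECs (−0.0264, adjusted p = 0.955), which goes against handling shared by both cell types. Whether the 2 cell types differ in this was not tested.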

How the results depend on the processing

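All alternatives were chosen before the data were examined, except for the unadjusted p of at most 0.01, which was chosen after seeing the data. The causes of the changes below were not tested. For 134 results, 1386 values were computed under alternatives, and 1063 kept their direction and their side of the threshold, or stayed close to the value reported. Of these results, 34 answer a comparison and their changes are given below. Among the 955 values of the other 100 results, 737 stayed the same, 180 became weaker, 29 became stronger and 9 changed direction.

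Counts of differentially expressed genes moved most. With the DESeq2 Wald test, 757 genes were called from D-2 to D6 in cTECs (in place of 213), 470 in mTECs (53), 126 for the difference between the cell types (1), 96 from NPC to D-2 in cTECs (0), 165 in mTECs (0), 94 between late and early cTECs (223) and 20 between late and early mTECs (11). On simulated data with 200 changed genes, 13.6% of its calls in the first of these designs were false, against 1.04% for limma-voom. This share depends on how many genes change, and the real comparison had 3686 genes at an unadjusted p under 0.05. The simulated share therefore need not hold for the 757 real calls. The edgeR quasi-likelihood test gave 91 genes from D-2 to D6 in mTECs, 2 for the difference between the cell types, 45 between late and early cTECs and 2 between late and early mTECs. With limma-trend on log2(FPKM + 0.5) and log2(FPKM + 0.1), 5 and 5 genes were called from D-2 to D6 in cTECs, 0 and 0 in mTECs (3261 and 3199 with an unadjusted p under 0.05), 5 and 11 for the difference between the cell types, 1 and 1 between late and early cTECs, and 2 and 1 between late and early mTECs. At 3 samples against 3, limma-trend also called 0% of the changed genes on simulated data, so its low counts in that design carry little weight.

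With a threshold of 0.05 on the adjusted p, the counts were 690 and 257 from D-2 to D6 in cTECs and mTECs, 13 for the difference between the cell types, 4 and 12 from NPC to D-2 in cTECs and mTECs, and 646 and 184 between late and early cTECs and mTECs. The unadjusted p gave 1054 and 663 from D-2 to D6. Without the filter on low expression they were 395 and 105 from D-2 to D6, and 46 and 26 from NPC to D-2, and with the filter over the samples compared, 5 genes were called from NPC to D-2 in cTECs. Sample quality weights gave 286 from D-2 to D6 in mTECs, 2 for the difference between the cell types, and 1045 and 28 between late and early cTECs and mTECs. Without TMM, 37 genes were called between late and early mTECs. A fit to all 28 samples of a cell type gave 2 from D-2 to D6 in mTECs, 15 and 101 from NPC to D-2, and 812 and 116 between late and early. Counting D12 as late gave 0 and 159, where 2138 genes in cTECs had an unadjusted p under 0.05. With each replicate left out in turn, the counts went from 60 to 135 and from 0 to 11 from D-2 to D6 in cTECs and mTECs (2571 genes with an unadjusted p under 0.05 for the 0), from 1 to 2 for the difference between the cell types, and from 52 to 439 and from 11 to 46 between late and early cTECs and mTECs. The number of Reactome sets past the threshold fell from 196 to 80 in cTECs and from 230 to 127 in mTECs with an assumed correlation of 0.05.

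With a replicate block for samples with the same number, 195 genes were called from D-2 to D6 in cTECs (213 without it), of which 159 are among those called without it. It gave 145 genes from D-2 to D6 in mTECs, 1 from NPC to D-2 in mTECs, and 1.20 for *Foxn1* at D6 in cTECs (limma-voom, adjusted p = 0.0199). A block by mouse gave 10 genes for the difference between the cell types. The mean correlation of residuals between samples with the same number was −0.0378 and −0.0234 for D-2 and D6 in cTECs and mTECs, −0.0855 and −0.0148 for NPC and D-2, and 0.0323 for the 5 pairs of a cTEC and an mTEC sample from the same mouse.

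*Foxn1* rose from D-2 to D6 in cTECs in every fit. Apart from the block, its adjusted p passed 0.05 with sample quality weights (log2 fold change 1.16, adjusted p = 0.0495), DESeq2 (1.18, 0.0192) and only the 2 groups compared (1.15, 0.0499), in a range from 0.0192 to 0.148 over all settings with every sample. Leaving out replicates gave 0.88 to 1.49. In mTECs at D6, sample quality weights gave 0.88 (adjusted p = 0.00916, range 0.00916 to 0.509). In mTECs at D0, the small rise turned to −0.13 with sample quality weights, −0.0203 with edgeR and −0.0297 with DESeq2, and went from −0.22 to 0.31 without single replicates. From NPC to D-2 in mTECs it went from −0.22 to 0.37 in the same way. The difference between late cTECs and D-2 was 0.0312 with TPM, and −0.34 to 0.36 without single replicates. Against the early phase it was −0.55 with D12 counted as late (p = 0.061, exact permutation test).

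Counting D12 as late also turned the late difference in cTECs to 0.00781 for *Ccl25*, 0.30 for *Cd83*, 0.13 for *Ctsl* and 0.18 for *Prss16*. Without single replicates, *Cd83* went from −0.72 to 0.0405, *Ctsl* from −0.42 to 0.13, and *Aire* in mTECs from 1.05 (without D16, p = 0.0662, two-sided exact permutation test) to 1.71. With TMM-scaled log2 counts in place of FPKM, the late difference in mTECs was 0.63 for *Cd40* (p = 0.107) and 2.40 for *Cd86* (p = 0.0541, two-sided exact permutation tests). With at least 10 counts, 1083 more genes were detected in late mTECs (p = 0.0249, exact permutation test).

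Among the sets, BMP response in cTECs fell by 0.44 with limma-trend on log2(FPKM + 0.5) (camera, adjusted p = 0.0559) and kept its mean of −0.54 with an assumed correlation of 0.05 (0.0597), in a range from 0.0198 to 0.0597, and went from −0.67 to −0.35 without single replicates (adjusted p from 0.00882 to 0.0931). In mTECs the last range was −0.43 to −0.34 (0.0332 to 0.237). WNT response was −0.17 without the filter in cTECs, and 0.0722 without the filter and 0.0199 with limma-trend on log2(FPKM + 0.5) in mTECs, where it went from −0.40 to 0.27 without single replicates. The tuft set in late mTECs was 0.18 and 0.16 with limma-trend. With 1 point per time point, 2 genes correlated with *Foxn1* by Pearson's r and 4 by Spearman's rho, in place of 7 by each, and the r of *Kitl* was −0.124.

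Without the filter, voom could not be fitted for the late and early phases or for all time points of either cell type because its weights became degenerate. With every library at D-2 and D6 drawn down to the smallest one, the cTEC count was 26 to 40 and the mTEC count 0 (3516 and 3738 genes with an unadjusted p under 0.05).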

Differences from the paper's values

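The alternative with an unadjusted p of at most 0.01 was chosen only after the results were seen. No other test in this part was.

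Between D-2 and D6, 213 genes were differentially expressed in cTECs (1.34% of genes tested) against the paper's 741 (4.7%), and 53 in mTECs (0.299%) against the paper's 360 (2%). Of the alternatives set before the data were examined, DESeq2 gave 757 genes (4.78%) in cTECs and 470 (2.65%) in mTECs, and a threshold of 0.05 on the adjusted p gave 690 (4.35%) and 257 (1.45%), each within 1.5 times of the paper's value. In mTECs, sample quality weights gave 286 genes (1.61%), also within it, and in cTECs they gave 251, outside it. The edgeR test, limma-trend, no TMM, the other filters, the replicate block, the fit to all 28 samples and leaving out replicates stayed outside it for both cell types. An unadjusted p of at most 0.01, chosen after seeing the values, gave 1054 genes in cTECs (6.65%), within 1.5 times of the paper's value, and 663 in mTECs (3.74%), outside it.

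By direction, 107 genes were higher and 106 lower at D6 in cTECs, against about 320 and about 420 in Fig. 2D, read by eye. In mTECs 18 were higher and 35 lower, against about 150 and about 210 in Fig. 2F, read by eye. DESeq2 gave 312 and 445 in cTECs, within 1.5 times of the figure, and 101 and 369 in mTECs, of which the first was within it. The threshold of 0.05 on the adjusted p gave 253 and 437 in cTECs, both within it, and 94 and 163 in mTECs, of which the second was. Sample quality weights gave 59 and 227 in mTECs, of which the second was within it. The unadjusted p, chosen after seeing the values, gave 343 and 711 in cTECs, of which the first was within it, and 232 and 431 in mTECs, neither within it. None of the other alternatives closed the gap.

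Of the correlations with *Foxn1* in Supplementary Table 2, the r of *Prss16* was 0.521 against the paper's 0.731, that of *Psmb11* 0.840 against the paper's 0.912, that of *Cd83* 0.481 against the paper's 0.738, and that of *Kitl* 0.0589 against the paper's −0.02. For *Prss16*, *Psmb11* and *Cd83*, none of the alternatives set before the data were examined (log2 values, NPC included, 1 point per time point) closed the gap. With 1 point per time point, leaving out the 2 farthest points gave 0.7355 for *Prss16*, 0.831 for *Psmb11* and 0.661 for *Cd83*. For *Kitl*, 1 point per time point gave −0.124, which has the paper's sign and is within the error of its value, and the other alternatives did not. The 30 fold changes of the same table that were compared did not differ.

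The paper lists MHC-II among the cTEC genes that fall before parturition and rise in early regeneration with the other FOXN1 targets. It also measured MHC-II protein by flow cytometry, and found few MHC-II^hi cTECs at D-2 and more in early regeneration (Fig. 3B,C). The values given here are of RNA, which does not test that protein measure. The RNA of *H2-Aa*, *H2-Ab1* and *H2-Eb1* in cTECs changed by −0.10, −0.03 and −0.32 on the log2 scale from D-2 to D6 (limma-voom, adjusted p = 0.792, 0.930 and 0.275, with 1, 2 and 3 of 3 samples lower than the D-2 mean). From NPC to D-2 they changed by 0.13, −0.03 and 0.22 (limma-voom, adjusted p = 0.803, 0.976 and 0.617, with 2, 2 and 3 of 3 samples on that side of the NPC mean).

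The paper states that *Foxn1* is reduced in cTECs at D-2. The log2 fold change from NPC was −0.64 (limma-voom, adjusted p = 0.735, lower in 3 of 3 samples), and no setting with every sample brought the adjusted p under 0.436. The paper's Supplementary Table 2 itself gives p = 0.2336 for this change. The paper states that *Foxn1* rises from D0 in cTECs, where the log2 fold change was 0.86 (limma-voom, adjusted p = 0.999, from 0.156 to 1 over the alternatives with every sample, higher in 3 of 3 samples). Before adjustment over all genes tested, the limma-voom p for this rise of *Foxn1* at D0 was 0.038. The paper describes a return of the FOXN1 targets to the level of D-2 in late regeneration. The mean over the 10 targets that the paper names was still 0.75 above D-2 on the log2 scale at D28 and 1.93 at D16, while *Foxn1* itself differed by −0.01. Without the 3 MHC-II genes, the mean over the other 7 was 1.27 above D-2 at D28 and 2.88 at D16.

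The paper lists *Psmb9* among the genes higher at D6 in cTECs. Its log2 fold change was 0.95 (limma-voom, adjusted p = 0.0114, higher in 3 of 3 samples), short of both thresholds. DESeq2, sample quality weights, no TMM, the other filters and the fit to all 28 samples brought the adjusted p under 0.01 at a log2 fold change under 1, limma-trend gave 1.07 at an adjusted p above 0.05, and none met both thresholds (adjusted p from 1.7e-05 to 0.0728). The paper names *Pgr* among the genes higher at D-2 in cTECs, and its log2 fold change to D6 was −1.20 (limma-voom, adjusted p = 0.0236, lower in 3 of 3 samples). DESeq2 called it, with −1.17 and an adjusted p of 0.00152, and the threshold of 0.05 on the adjusted p did too. No other alternative called it at 0.01 (adjusted p from 0.00152 to 0.166).

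The paper states that BMP target genes did not change in early regeneration. A different list of BMP response genes fell by 0.54 on the log2 scale in cTECs (camera, adjusted p = 0.0212, from 0.00882 to 0.0931 over the alternatives, lower in 3 of 3 samples). The paper finds no change in antigen presentation in mTECs at D6, and the set of 13 genes of MHC-I antigen processing had a mean log2 fold change of 0.45 there (camera, adjusted p = 0.00707, from 0.00107 to 0.0413 over the alternatives, higher in 3 of 3 samples). Its members *Psmb11* and *Psmb10* had log2 fold changes of 2.98 and 1.12, and the set was not tested without them. *Psmb11* is also among the genes of cTECs, so RNA of cTECs in the mTEC samples could give part of its rise. The paper states that genes of tuft cells are higher in late than in early mTECs. The tuft set used here, which is not the paper's list, had a mean log2 fold change of −0.15 (camera, adjusted p = 0.943, lower in 1 of 4 samples). Limma-trend gave 0.18 and 0.16, with no adjusted p under 0.502 over the alternatives.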

Other observations

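No test in this part was chosen only after its result was seen.

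Other groupings of the samples. For D-2 and D6, 1 of the 4 splits of the 6 cTEC samples that part the samples with the same replicate number gave as many differentially expressed genes as the real one, which was the real one itself, and the same held for 1 of 4 in mTECs. No other split of the 10 gave any gene in either cell type. With so few splits the share cannot fall under 0.05, so these counts cannot be told apart from a grouping by chance by this test alone. For NPC and D-2, 4 of 4 splits gave as many genes in cTECs and 4 of 4 in mTECs, since the real count was 0 (1564 and 2267 genes with an unadjusted p under 0.05). For the phases, 1 of 100 draws of 4 of the 22 samples gave as many genes as the real 223 in cTECs, where the largest other draw gave 144, and 1 of 100 as many as the real 11 in mTECs, where the largest other draw gave 5. In both, that 1 is the real grouping. For the difference between cTECs and mTECs, 9 of 32 splits that part same-numbered samples gave at least 1 gene, and 7 of the 68 others did. The largest count over all of them was 899. These splits go by replicate number and not by mouse, although 5 pairs of a cTEC and an mTEC sample come from the same mouse, and the block by mouse called 10 genes. A split that keeps the time points in one cell type and mixes them in the other turns the change from D-2 to D6 into a difference between cell types. These splits therefore cannot tell whether a count of 1 gene is more than chance gives. The numbers of genes differentially expressed in each cell type are not by themselves a test of a difference between them.

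More genes called in cTECs than in mTECs. With all 12 libraries at D-2 and D6 drawn down to the smallest one, the median count was 31 in cTECs and 0 in mTECs, so library depth does not account for the larger count past the thresholds in cTECs. The order depends on the settings, since 3516 genes in cTECs and 3738 in mTECs had an unadjusted p under 0.05 at equal depth. The biological coefficient of variation within time points was 0.453 in mTECs and 0.494 in cTECs, which goes against a larger common spread between mTEC replicates as the explanation. Uneven noise among the mTEC samples is not excluded by it, since sample quality weights called 286 genes in mTECs and 251 in cTECs, in place of 53 and 213. The median size of the log2 fold change was 0.481 in cTECs and 0.424 in mTECs.

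The number of genes called in cTECs. The count of 213 fell to 31 at equal depth. Only 10.3% of the genes called had fewer counts than the median gene tested, so weakly counted genes do not make up most of them, and the pattern cannot be told apart from a limit set by depth. Across the genes tested, the log2 fold change followed GC content with a Spearman's rho of −0.100 and gene length with 0.0819. Both are small, which goes against either bias as the explanation.

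Genes detected in mTECs. With equal numbers of counts drawn, late mTECs had 1042 more genes detected than early ones (p = 0.255, two-sided exact permutation test). Without drawing down, the difference was 1566 (p = 0.333, two-sided exact permutation test). Promiscuous expression and the complexity of the libraries cannot be told apart by this number.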
